# Cardioprotective Signature of Short-Term Caloric Restriction

**DOI:** 10.1371/journal.pone.0130658

**Published:** 2015-06-22

**Authors:** Hossein Noyan, Omar El-Mounayri, Ruth Isserlin, Sara Arab, Abdul Momen, Henry S. Cheng, Jun Wu, Talat Afroze, Ren-Ke Li, Jason E. Fish, Gary D. Bader, Mansoor Husain

## Abstract

**Objective:**

To understand the molecular pathways underlying the cardiac preconditioning effect of short-term caloric restriction (CR).

**Background:**

Lifelong CR has been suggested to reduce the incidence of cardiovascular disease through a variety of mechanisms. However, prolonged adherence to a CR life-style is difficult. Here we reveal the pathways that are modulated by short-term CR, which are associated with protection of the mouse heart from ischemia.

**Methods:**

Male 10-12 wk old C57bl/6 mice were randomly assigned to an *ad libitum *(AL) diet with free access to regular chow, or CR, receiving 30% less food for 7 days (d), prior to myocardial infarction (MI) via permanent coronary ligation. At d8, the left ventricles (LV) of AL and CR mice were collected for Western blot, mRNA and microRNA (miR) analyses to identify cardioprotective gene expression signatures. In separate groups, infarct size, cardiac hemodynamics and protein abundance of caspase 3 was measured at d2 post-MI.

**Results:**

This short-term model of CR was associated with cardio-protection, as evidenced by decreased infarct size (18.5±2.4% vs. 26.6±1.7%, N=10/group; P=0.01). mRNA and miR profiles pre-MI (N=5/group) identified genes modulated by short-term CR to be associated with circadian clock, oxidative stress, immune function, apoptosis, metabolism, angiogenesis, cytoskeleton and extracellular matrix (ECM). Western blots pre-MI revealed CR-associated increases in phosphorylated Akt and GSK3ß, reduced levels of phosphorylated AMPK and mitochondrial related proteins PGC-1α, cytochrome C and cyclooxygenase (COX) IV, with no differences in the levels of phosphorylated eNOS or MAPK (ERK1/2; p38). CR regimen was also associated with reduced protein abundance of cleaved caspase 3 in the infarcted heart and improved cardiac function.

## Introduction

High-calorie diets and diminished physical activity are environmental factors believed to contribute to the global epidemic of obesity, metabolic disorders and associated cardiovascular diseases (CVD) [1]. Among numerous proposed strategies to reduce CVD, dietary interventions associated with weight loss seem promising. For example, in experimental animals, even a small change in diet content has been shown to have a significant beneficial effect on CVD [2–4]. In fact, an effective and reproducible intervention for protection of the cardiovascular system is caloric restriction (CR). CR is defined as a reduction of dietary intake, usually 30–40% less than *ad libitum* (AL) levels, without malnutrition [5]. Since 1935, long-term CR has been known to exert an anti-aging effect, extending average and maximum life span and delaying the onset of age-associated pathologies in rat [6].

Several key findings in yeast, worms, flies, and mice point to the existence of diet-responsive genes and signaling molecules which affect health and lifespan (Reviewed in [7]). Recently, health-promoting effects of life-long CR have been demonstrated in non-human primates [8, 9] and to a lesser extent in humans [10, 11], with multiple proposed mechanisms underlying the anti-aging and health-promoting actions of CR [12, 13]. However, the molecular basis of long-term CR is complex, impacting on multiple key signaling molecules and transcription factors involved in metabolism, oxidative stress, inflammation, endoplasmic reticulum stress, mitochondrial apoptosis, increased insulin sensitivity and autophagy (Reviewed in [14, 15]). Such multifaceted actions of CR can potentially result in protection against a broad range of chronic diseases such as diabetes, CVD, neurodegeneration, autoimmune and inflammatory disorders and cancer in humans, similar to what has been shown in rodent models [8, 16–18]. Despite these potential benefits, life-long CR is impractical for the general population and thus of limited clinical relevance. By contrast, emerging data suggest that the beneficial effects of CR may occur rapidly upon initiation [19–21]. Indeed, a *short-term* CR may be a more plausible approach with potential clinical applications, including ischemic preconditioning.

Unfortunately, the literature is devoid of specific definitions for short- (and long-) term CR, and the regimens used have been vastly different with regards to diet composition and duration of CR [21]. The objectives of the current study were two-fold. First, we wanted to test whether a short-term, mild CR before induction of experimental MI can protect the heart from ischemic injury. Second, we wanted to understand the molecular pathways underlying the observed cardiac preconditioning effect of short-term CR using microarray, microRNA and signaling assessments in myocardial tissue. We chose to conduct our investigations in the mouse as this is one of the most commonly studied species in CR pre-clinical trials [22]. We show that a short-term CR (70% of AL) for only 7d prior to MI in mice results in smaller infarct size and improved cardiac function at 2d post-MI and improves survival. This preconditioning effect of short-term CR is associated with a global change in gene expression, which partially resembles that reported for life-long CR [13, 23]. The effect of CR on modulating miR expression in the heart had not previously been examined, nor had the correlations between cDNA and miR analyses been addressed. Our inclusion of specific protein analyses further focuses our findings on known pro-survival pathways responsive to short-term CR. Together, our results propose a feasible and practical nutritional preconditioning regimen that may hold promise for a number of clinical applications.

## Materials and Methods

### Ethics

Protocols were approved by the Animal Care Committee of the Toronto General Hospital (Animal Use Protocol Number 1032.22) in accordance with guidelines of the Canadian Council for Animal Care. This manuscript was prepared according to the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines [24]

### Animals

Male 12 wk-old C57Bl/6 mice were obtained from Charles River (Montreal, PQ, Canada) and maintained in cages (544 cm^2^, 144 PNC Euro Rack System, Allentown Inc.) with corn cob bedding in a conventional facility room on a 12:12 light:dark cycle for at least 2 wk before experimentation. All cages were ventilated and mice were regularly handled by the staff involved in the study. Room temperature was maintained at 21°C with ~50% relative humidity. Mice had free access to food and water during this acclimatization period. Sample size and power calculations were based on our previously published data [25]. Power assessment indicated that a sample size of 5 and 15 per group is required to achieve 95% power for Western blot/microarray/miRNA and infarct size assessments, respectively. Survival from myocardial infarction was not a pre-defined endpoint. These efforts helped to reduce the number of animals used. Animals were randomly assigned to *ad libitum* (AL) diet, stressed AL (sAL, see below) and caloric restriction (CR) groups with no initial differences in body weights. Mice for CR and sAL were individually caged and their food intake was measured everyday between 10–11 am for 1 wk to calculate the average daily food intake. AL mice had free access to food and water and were not disturbed. CR mice were fed 30% less than the calculated mean daily AL food consumption. CR cages were inspected for any remaining food, and transferred to a new cage every day. To control for mouse handling and the possible stress induced by disturbing sleep in CR mice, a sAL group was assigned. sAL group received food *ad libitum*, but were handled similar to CR group at the same times of day. For CR and sAL groups, pre-weighed mouse chow pellets were placed in cages between 10–11 am every day. Body weights were recorded between 10–11 am before and after the 7d study period. For pre-ischemic assessments, animals (n = 5/group/assessment) were sacrificed on 8d (pre-MI), hearts were immediately extracted, washed in sterile phosphate-buffered saline (PBS), with LV free walls dissected, snap frozen in liquid N_2_ and stored at -80°C. Separate groups of AL and CR mice (N = 30/group) underwent permanent left anterior descending (LAD) artery ligation as described previously [25]. Briefly, following induction of anesthesia (see below), mice were intubated and ventilated with a pressure-control ventilator (Kent Scientific). Thorax and pericardium were opened, and the heart was exposed. With the use of a 7.0 silk suture (Deknatel), the LAD was ligated, the chest was closed, and the animal was allowed to recover. Anaesthesia was induced with 4% isoflurane using a Perspex chamber and maintained with 2% isoflurane in 0.5 L/min oxygen. Isoflurane is recommended as the first choice anesthetic in mice and provides rapid induction and safe recovery from anaesthesia with relatively minimal effects on cardiovascular parameters or respiratory rate [26]. With refinement and animal welfare in mind, care was used to minimize pain and suffering of the mice at every pre- and post-surgical stage. For pain management, buperonorphine (0.3 mg/kg), a potent analgesic, was administered subcutaneously immediately following surgery and every 12 h for 72 h. For post-MI infarct measurements (N = 15/group at each time point) including the survival study, animals were monitored daily until humane sacrifice with inhaled CO_2_. The latter was used to avoid the animal stress of handling. There were no observable clinical or behavioral symptoms indicating pain or suffering in mice during 30 days post-MI period. With regards to the survival study, as reported in our earlier publication [25] all deaths in first 2 weeks were due to cardiac rupture. This can result in intra-thoracic hemorrhage and quick death. Inhalation of CO_2_ was used as a humane procedure to sacrifice mice in the end of study period (30d post-MI). Further details regarding the animal experimentation employed in this study can be found in the ***NC3Rs Animal Research*: *Reporting In Vivo Experiments (ARRIVE) Guidelines Checklist*** provided in Supplementary Information.

### Infarct size

At 2d post-MI, mice were harvested, hearts extracted, and atria were discarded before sectioning the LV with a mouse heart slicer matrix (Zivic Insruments, Pittsburgh, PA, USA). Each 2mm thick slice was incubated in 2% triphenyl tetrazolium chloride (TTC, Sigma-Aldrich), at 37°C to differentiate viable from infarcted myocardium, followed by fixation in 4% paraformaldehyde for 30 min at room temperature. Both sides of the slices were then scanned and the infarct size reported as percent infarct, (area of infarct: total LV surface area)*100, determined by computer planimetry using Image J (version 1.40) NIH software.

### Cardiac hemodynamics

To investigate hemodynamic effects of CR, LV pressure-volume loops were obtained on sAL and CR mice at the baseline (after 7 days of sAL and CR regimens and before MI, D0) and 2d post MI (D2) (N = 5/group) as described previously [27].

### Western blot

For assessment of signaling pathways, apoptosis, mitochondrial markers and LC3B expression known to be affected by long-term CR, protein extracts from LV at 7d of sAL and CR regimens (N = 5/group) were run on denaturing gels, blotted and hybridized with primary Abs overnight. HRP-conjugated 2° Abs were visualized with chemiluminescence. Blots were then scanned by a BioRad GS-800 calibrated densitometer and quantified using Quantity One software (Ver. 4.6.1.). 1° and 2° Abs used for Western blot are listed in Table A in S1 File.

### Microarray

Data from the microarray studies described in this paper represent N = 5/group and have been deposited in the NCBI/GEO database (Accession Number GSE68646). These data are in compliance with the Minimal Information About a Microarray Experiment (http://www.mged.org/Workgroups/MIAME/miame.html). The global gene-expression pattern of AL and CR mice (three replicates in each group) were compared using mouse MOE 430.2 Affymetrix Gene Chip Array. Statistical analysis and visualization was performed using Partek Genomics Suite 6.5 and GX11 software. Data analysis and visualization was performed using Partek version 6.5 [Partek Inc] and GX11 [Agilent] software. In a previous publication, we showed that pre-treatment of mice with a weight-reducing dose (comparable to CR group) of the glucagon like peptide-1 agonist, liraglutide, for 7 d resulted in similar cardioprotection post-MI, as demonstrated by reduced incidence of cardiac rupture [25]. Therefore, in addition to the aforementioned groups, we also performed microarray analysis of the LV tissues isolated from liraglutide pre-treated mice (N = 5). This was performed to assess if similar levels of weight loss due to CR or drug treatment (both resulting in similar degrees of cardioprotection) were associated with similar effects on gene expression.

### qRT-PCR

For RNA extraction and qRT-PCR of mRNA transcripts, total RNA from the LV free wall of AL, sAL and CR mice was extracted with TRIZOL reagent (Life Technologies) and tested for purity (UV absorption ratio, A260/A280 > 1.8). DNase I (Fermentas) treatment was performed at room temperature for 30 min. RNA was reverse transcribed using the qScript cDNA SuperMix (Quanta Biosciences). Final primer concentrations used were 0.2 μM with 60°C annealing temperature for all primers. Standard curves were generated for all primers and samples were run in triplicate. These analyses were performed on Roche LightCycler 480 System as per the manufacturer’s instructions, and normalized to expression of the housekeeping gene Gapdh (Mouse) Primers used are listed in Table B in S1 File.

### miR expression and validation

QuantiMiR qRT-PCR (Systems Biosciences, Mountain View, CA) assays were performed on total RNA (800 ng) extracted using TRIZOL reagent, from AL and CR mice (N = 3/group), as per manufacturer’s instructions. Briefly, poly(A) tailing and cDNA synthesis were performed using the QuantiMiR Reverse Transcription Kit. qRT-PCR was performed with the reverse-transcribed miR, and 2X SYBR GREEN qPCR Master Mix buffer. miR assay primers for the full complement of 709 individual mouse miR, along with a universal reversed primer, was provided in the miRNome miR Profiler Kit, and qPCR was performed on the Roche LightCycler 480 System. Three endogenous controls, mmu-U6, RNU43 & U1, were run on each plate. Data analysis was performed by means of ΔΔCt calculation software provided by the manufacturer. To validate the differential expression of miR as identified by profiling, total RNA from AL and CR mice (N = 5/group) was extracted as above. cDNA was synthesized using either the qScriptmR cDNA Synthesis Kit (Quanta Biosciences) or the Taqman miR Reverse Transcription kit (Applied Biosystems) from 100 and 10 ng of total RNA respectively. For PerfeCTa SYBR Green SuperMix qPCR, primers corresponding with the exact sequences of each individual miR (Integrated DNA Technologies) (Table B in S1 File) and the universal reverse primer supplied by the manufacturer (Quanta Biosciences) were used and samples were analyzed in triplicate. miR expression was normalized to endogenous control U6. For the Taqman system, AL and CR cDNA samples were diluted 1:3 and 2 μL was used for qPCR using Taqman Primer sets (PN442795) for hsa-miR-24 (000402), hsa-miR-92a (000431), hsa-miR-92b (007028_mat), hsa-miR-491 (001038) and U6 snRNA (001973) (Applied Biosystems). Real-time PCR was conducted on 2 μL of cDNA in triplicate using Roche 480 Probes Master Mix for Taqman and analyzed with a Roche Lightcycler 480®. Data was normalized to U6 snRNA using the ΔΔCt method.

### Pathway enrichment analysis

Normalized gene expression for CR and AL samples were used in Gene Set Enrichment Analysis (GSEA) [28] to uncover pathways and processes enriched with differentially regulated genes. Each gene was scored for differential expression using the signal to noise statistic (calculated by GSEA). Pathway sets were collated from a broad set of pathway databases and Gene Ontology annotations (http://download.baderlab.org/EM_Genesets/, downloaded April 15, 2013). Enriched pathways (P<0.005 and FDR<0.05) were visualized in Cytoscape (version 2.8.3) [29] as an Enrichment map [30] where nodes are gene sets (pathways) and lines (edges) indicate the overlap between gene sets (calculated using an overlap coefficient, cut-off 0.5) which brings together terms that share a large proportion of genes and helps reduce the redundancy that exists in functional annotation. The thicker the edge, the higher the overlap between pathways. Enrichment maps were further annotated with miR gene sets (defined by Targetscan 6.2 [31]) using the post analysis feature of the enrichment map software to highlight gene sets that contain statistically significant (hyper-geometric P<0.05) percentage of miR targets.

### Statistical analyses

All data are expressed as mean ± SE. Un-paired Student’s *t* test was used to compare data shown in Fig 1. Statistical analysis and visualization of microarray data was performed using Partek version 6.3 [Partek Inc] and GX11 [Agilent] software. qPCR data shown are mean ± SEM. Statistical analyses of qPCR data were performed by Student's unpaired t-test or One-way ANOVA followed by Tukey's for multiple comparisons. Analyses were performed on Graphpad Prism v5.0 (GraphPad Software, Inc., La Jolla, CA, USA).

**Fig 1:**
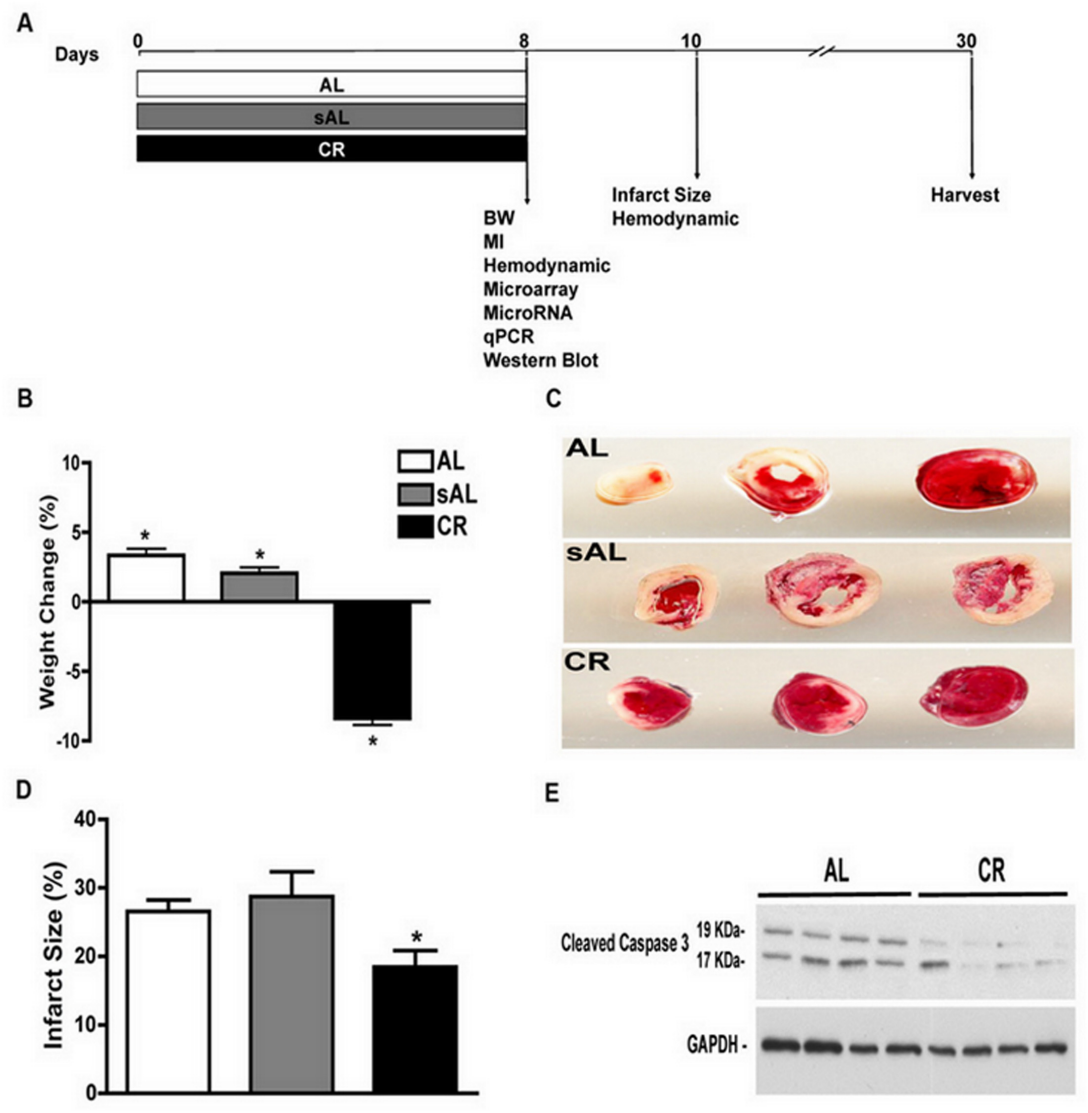
Short-term CR is associated with mild weight loss and reduces infarct size following permanent LAD ligation. **(A)** Schematic of the protocol adopted for short-term caloric restriction (CR) with control groups AL (*ad libitum*) and sAL (stressed *ad libitum*), (**B)** Percent weight change over 7d shows an 8.5% weight loss in CR, with 8.6% and 6.7% weight gain in AL and sAL, respectively. (**C)** Representative TTC stained cardiac slices and (**D)** quantitative analysis of infarct size at 2 d post LAD ligation showing reduced infarct size in the CR group compared to AL and sAL controls (18.45±2.41 *vs*. 26.55±1.69 and 28.7±3.6; respectively, N = 15/group, 1-way ANOVA and Tukey post hoc test, P = 0.01). (**E)** Representative Western blots for cleaved caspase-3 performed on total lysates from hearts obtained d2 post-MI reveal reduced induction of this apoptosis marker in CR-treated animals.

## Results

### Short-term CR induces weight loss and reduces infarct size and apoptosis in a mouse permanent LAD ligation model of MI

A schematic representation of the experiments performed is shown in Fig 1A. Mice were randomly assigned to AL, sAL and short-term CR regimens, and there were no baseline differences in body weight between these groups (P = NS). Short-term CR (7d) resulted in weight loss (-2.0±0.7 g, P = 0.02, N = 15) as compared to weight gain observed in the AL (+0.85 ±0.4 g, P = 0.04) and sAL groups (+0.67 ±0.6 g, P = 0.0009) (N = 15/group) (Fig 1B). Analysis of infarct size based on TTC-stained heart slices at 2d post-MI revealed reduced infarct size in CR mice as compared to AL and sAL controls (18.45±2.41 *vs*. 26.55±1.69 and 28.7±3.6; respectively, N = 15/group, P = 0.01; Fig 1C and 1D). Cleaved caspase 3, a marker of apoptosis was also down-regulated in the infarct region of the CR mice compared to the AL group (Fig 1E). In a separate group of mice intended for later time point analysis, we also observed improved survival post-MI in CR as compared to AL controls (N = 15/group, *P* = 0.001) (Fig A in S2 File). Together, these results highlight a cardioprotective effect of short-term (7d) CR in a permanent LAD ligation model of MI.

### Short-term CR improved cardiac function post-MI

Invasive pressure-volume measurements (Fig 2) showed reduced systolic function with lower dP/dt max (first derivative of pressure during isovolumic contraction) and ejection fraction as well as larger end-systolic volume in AL *vs*. CR mice at 2d post-MI. Reduced first derivative of pressure during isovolumic relaxation (dP/dt min) coupled with prolonged time constant of isovolumic relaxation (tau) suggested abnormalities in myocardial energetics and stiffness in AL *vs* CR mice after severe ischemic insult. Importantly, there were no differences between the sAL and CR groups in any of the hemodynamic parameters prior to MI (0d).

**Fig 2:**
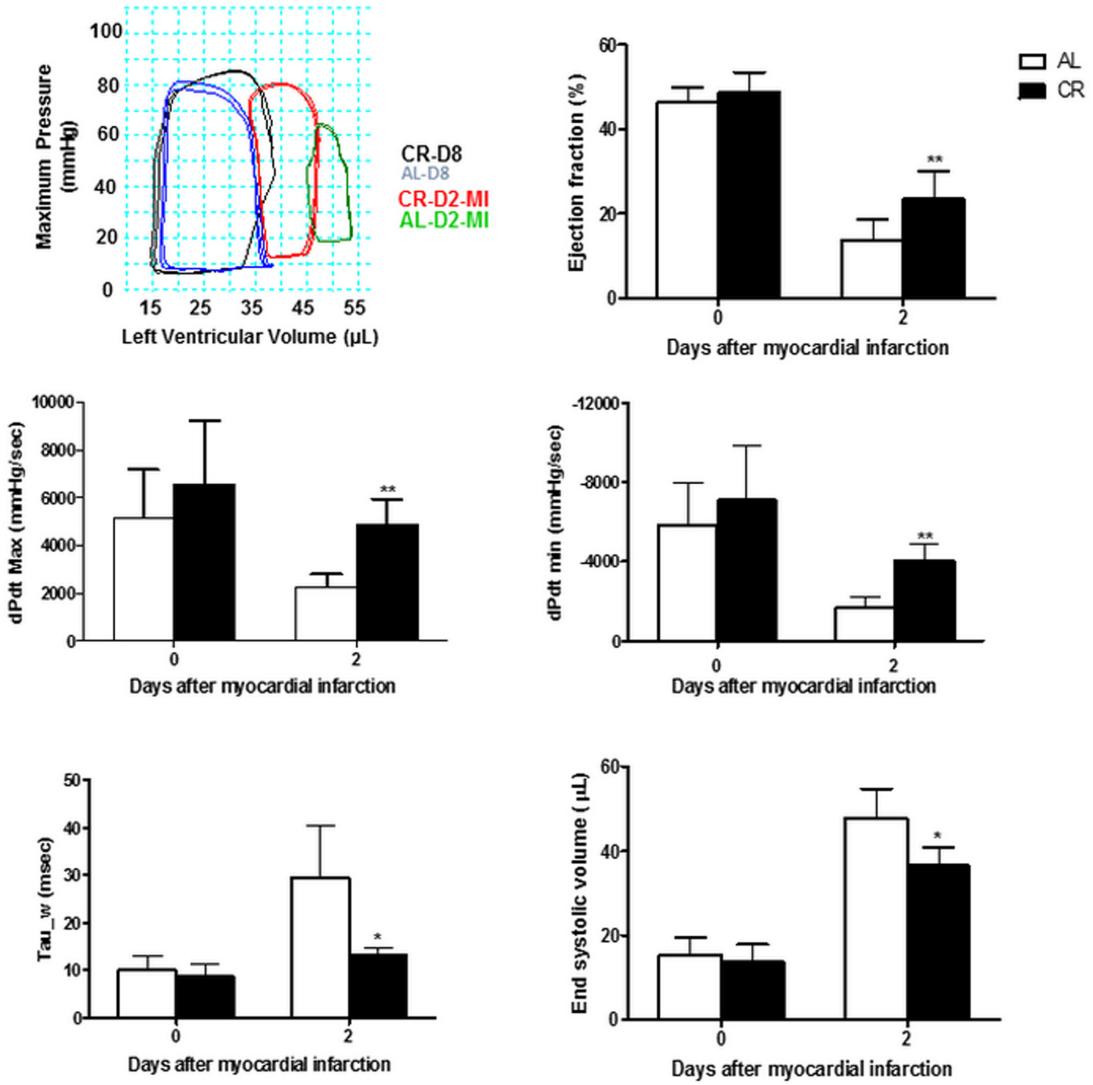
Short-term CR improved cardiac function post-MI. **(A)** Representative steady state pressure-volume (PV) loop recordings in the two treatment groups pre- (D8 of diet = D0-MI) and 2 days post-MI (D2-MI). (**B–F)** Grouped results of PV analyses reveal differences in systolic (ejection fraction, dP/dt-max and end-systolic volume) and diastolic function (dP/dtmin and Tau) in favor of CR- *vs*. sAL-treated mice (*P<0.05 and **P<0.01 respectively).

### Short-term CR is associated with altered cardiac gene expression

Microarray analysis was conducted to examine the global LV gene expression profile underlying the demonstrated preconditioning effect of short-term CR. The gene-expression patterns of CR and AL mice were compared using MOE 430.2 Affymetrix Gene Chip Array. 

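LV RNA of 5 AL and 5 CR mice was read on 1 array per mouse. The mice are recorded as 12 weeks old. The Methods give this age on arrival, before a period of acclimatization, so the mice may have been older at harvest. By the paper, their hearts were taken on day 8, after 7 d of either regimen and without an infarction. The submitters' protocol note for these samples describes coronary ligation or sham surgery instead, and the paper's account is followed here. CR mice received 30% less food than AL mice. The Methods give 5 mice per group and, for this comparison, 3 replicates in each group; Fig 3 shows 5 arrays per group, and all 5 were used. Apart from 64 control probe sets, each array holds 45037 probe sets, groups of short oligonucleotides that report the level of a transcript, and these were used. The deposited values are on the log2 scale and were normalized between arrays by the authors. The submitters' notes name GCOS 1.4 and Partek 6.5, and the paper's text does not name the background correction. Array medians lay between 2.49 and 2.52. The lowest value of the arrays is a floor: between 44.3% and 45.1% of the probe sets lay within 0.05 of it on each array. A further limit is that values above the floor were often exactly equal on different arrays, for 16.6% to 21.2% of such values in a pair of arrays. These ties were as frequent within a group (19.0% on average) as between groups (18.6%), and they narrow the spread between mice of dim probe sets. Of the probe sets used, 34907 report 1 gene, 895 report several and 9235 carry no gene name. A gene is represented by its probe set with the highest mean over all arrays. Each probe set that varied among the 10 arrays was tested with limma, two-sided, and p was adjusted by the Benjamini-Hochberg method over all 28593 of them. In simulated data with the spread of these arrays, 68.7% of changes of 0.5 log2 were called, 92.5% of changes of 1 log2 and 100% of changes of 2 log2.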

A total of 6977 transcripts were significantly regulated (unpaired T-test corrected P≤0.05 false discovery rate (FDR) Benjamini-Hochberg), with 115 genes showing ≥2-fold up-or down-regulation in CR *vs*. 

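Fam107a, which encodes an actin-binding protein induced by stress and glucocorticoids, rose most in CR by the brightest probe set of each gene, from 4.34 ± 0.25 in AL to 9.11 ± 0.42 in CR (log2, SD, n = 5 per group). This is a log2 fold change of 4.76 (standard error 0.21, limma adjusted p = 9.26e-06). Aplnr, the receptor of the peptide apelin, fell most by the same measure, from 11.26 ± 0.41 to 7.64 ± 0.31 (SD, n = 5), a log2 fold change of -3.61 (standard error 0.22, adjusted p = 3.36e-05). Fam107a lies on chromosome 14 from 8296270 to 8317607 of GRCm38.p6, and Aplnr on chromosome 2 from 85136360 to 85139923. Other large rises were those of Zbtb16, a zinc finger transcription factor induced by glucocorticoids (log2 fold change 2.97), Spock2, a matrix proteoglycan (2.57), the zinc finger gene Zc3h6 (2.24) and Cirbp, an RNA-binding protein induced by cold (2.12). Egr1, an immediate early transcription factor, fell (log2 fold change -2.74), as did the fibrillar collagens Col3a1 (-2.67) and Col1a1 (-2.40), the microfibrillar collagen Col6a3 (-2.44), Limd2 (-2.38), Nrep (-2.30) and the metalloprotease Adam19 (-2.25). With the mean over the probe sets of a gene, the change was smaller for Fam107a (2.22, below Zbtb16 at 2.52), Spock2 (1.30), Zc3h6 (1.12) and Limd2 (-0.59). Aplnr (-3.32) then fell less than Col3a1 (-3.47). On the brightest probe sets, the adjusted p of these genes lay at or below 0.00145, and in each of them the lowest array of the higher group exceeded the highest array of the lower group. The clock genes Per2, Dbp, Per1 and Arntl, the myosin gene Myh7 and the integrin gene Itgb6 were also among the 10 largest rises or the 10 largest falls. Of 28593 probe sets tested, 5066 were called at an adjusted p of 0.05, 2562 higher and 2504 lower in CR, and they represent 3352 genes. A change of at least 1.2-fold was seen for 3811 of them and one of at least 2-fold for 435, 190 higher and 245 lower, which represent 287 genes. The groups did not overlap for 15.3% of the probe sets tested, against 0.794% by chance. In 6 of the probe sets changed at least 2-fold, every array of one group lay at the floor. Fam107a was itself dim in AL: a second probe set of the gene lay at the floor in all 5 AL mice and at 4.07 ± 1.26 (SD, n = 5) in CR.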

AL. Both principal component analysis (PCA) and hierarchical clustering (heat maps) demonstrated clear differences in global gene expression between the two groups (Fig 3A and 3B). 

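On the first principal component of the AL and CR arrays, which held 28.5% of the variance, the AL arrays lay between -94.2 and -70.0 and the CR arrays between 78.7 and 96.0. No AL array overlapped a CR array (exact permutation test of the group means, two-sided, n = 5 per group, p = 0.00794, the smallest p that the regroupings allow). The second component held 12.1% and the third 9.98%, so that the first 3 held 50.6%. The component analysis used the 28593 probe sets that varied among these 10 arrays, each scaled to unit variance. Hierarchical clustering of the same values by average linkage, divided into 2 clusters, placed all 5 AL arrays in one and all 5 CR arrays in the other. Within a group, any pair of arrays correlated at r = 0.998 across probe sets.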

We also conducted quantitative PCR (qPCR) validation of several genes that were differentially regulated in the array of CR *vs*. AL (Fig. B in S2 File). 

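On the arrays, Myh7, the slow beta myosin heavy chain, rose from 9.79 ± 1.01 in AL to 12.70 ± 0.37 in CR (log2, SD, n = 5), a log2 fold change of 2.91 (standard error 0.46, adjusted p = 0.00281) from limma. Its alpha counterpart Myh6, the most abundant adult cardiac myosin in mice, stood at 17.03 ± 0.03 and 17.06 ± 0.05 (SD, n = 5), the highest value of each of these arrays. Its brightest probe set is thus no measure of a change. The second probe set was not called (log2 fold change 0.20, adjusted p = 0.168). Ccnd1, the cyclin of the G1 phase, had a log2 fold change of -1.43 (standard error 0.19, adjusted p = 0.00113), and Tfrc, the transferrin receptor that takes up iron, one of -2.18 (standard error 0.23, adjusted p = 0.000414). Apln, the ligand of Aplnr, fell (-0.96 (standard error 0.14, adjusted p = 0.00179)), and so did Postn, a matricellular protein of fibroblasts (-1.81 (standard error 0.34, adjusted p = 0.00632)). Foxo3, a transcription factor of the fasting response, rose (0.76 (standard error 0.06, adjusted p = 0.000108)), and Pink1, a kinase of mitochondrial quality control, rose less (log2 fold change 0.29, adjusted p = 0.00272). Lepr, the leptin receptor, was close to the floor in both groups (2.70 ± 0.00 and 3.24 ± 0.34, SD, n = 5). Its log2 fold change was 0.54 (adjusted p = 0.0358), the groups overlapped, and 4 AL arrays shared 1 value. With the mean over its probe sets, Lepr was not called (0.20, adjusted p = 0.0804). Gadd45b, a stress-induced gene, was not called on its brightest probe set (log2 fold change 0.56, adjusted p = 0.163) but was called on a dimmer one (2.13, adjusted p = 0.00617). Crtc2, a coactivator of CREB, was not called on its brightest probe set (log2 fold change 0.05, adjusted p = 0.433), where 13 of the 15 arrays shared 1 value. With the mean over its probe sets, Crtc2 was called higher (0.18, adjusted p = 0.0415). Thrb, a thyroid hormone receptor gene, was at the floor on all AL and CR arrays and was not tested.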

To identify pathways and processes that were enriched with differentially regulated genes in CR *vs*. AL, we next conducted a GSEA (Fig 4). 

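Collagen genes fell together in CR. Of 27 measured genes for collagens and their processing enzymes, 19 fell, 0 rose and 8 did not pass the test (0 higher and 19 lower when adjusted over the list alone), with a median log2 fold change of -0.90. Col15a1, a collagen of basement membrane zones, had a log2 fold change of -2.05 (standard error 0.15, adjusted p = 6.78e-05) from limma, Col4a1, a basement membrane collagen, -1.16 (standard error 0.10, n = 5 mice per group), and Serpinh1, the collagen chaperone, -1.42 (standard error 0.11). As a set, the list was lower than other genes (camera, adjusted p = 1.01e-10; adjusted p = 0.246 with an estimated correlation). Of 31 other matrix proteins, 12 fell, 3 rose and 16 did not pass (3 higher and 16 lower when adjusted over the list alone; camera, adjusted p = 0.000424; adjusted p = 0.313 with an estimated correlation). Among them Sparc, a collagen-binding glycoprotein, fell (log2 fold change -1.20), while Thbs2, an antiangiogenic thrombospondin, rose (1.59). Markers of fibroblasts moved with these genes: 7 of 12 fell, 2 rose and 3 did not pass (3 higher and 8 lower when adjusted over the list alone), with a median of -0.49, and Col1a1 and Col3a1 are among the 12. Genes of the actin cytoskeleton, the list nearest to the paper's cell morphology, fell: 23 of 44 fell, 1 rose and 20 did not pass (1 higher and 27 lower when adjusted over the list alone; camera, adjusted p = 1.88e-09; adjusted p = 0.302 with an estimated correlation). Tpm4, a tropomyosin of nonmuscle cells, had a log2 fold change of -1.25 (standard error 0.10, adjusted p = 9.97e-05), and the actin-severing factor Cfl1 changed by -0.82. The control probe sets at the 3' end of the actin transcript exceeded those at its 5' end by 0.52 ± 0.07 log2 in CR and by 0.76 ± 0.06 in AL (SD, n = 5, exact permutation test, two-sided, p = 0.00794), whereas those of Gapdh did not differ by this test (p = 0.508, exact).

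**Figure D1:**
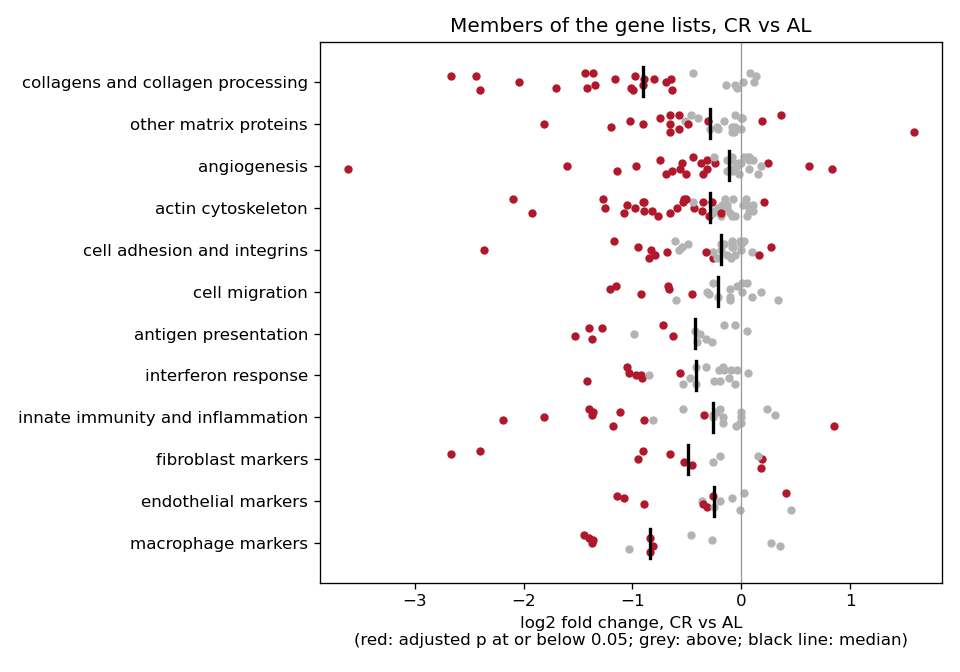
Log2 fold change in CR against AL (x axis) of each measured member of 12 gene lists (y axis), 5 mice per group. Each point is a gene, red where the adjusted p from limma was at or below 0.05 and grey where it was above, and the black line is the median of the list; the median of the collagen list is at -0.90 and that of the macrophage markers at -0.84.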

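Genes of blood vessel growth, adhesion and migration were lower in CR as groups, with many members unchanged by the test. Of 40 angiogenesis genes, 16 fell, 3 rose and 21 did not pass (4 higher and 17 lower when adjusted over the list alone; camera, adjusted p = 0.00349; adjusted p = 0.313 with an estimated correlation). Nrp2, a semaphorin and VEGF coreceptor, had a log2 fold change of -1.61 (standard error 0.14, adjusted p = 0.000134) from limma with 5 mice per group, Kdr, the main VEGF receptor of endothelium, -1.14, and Vegfa itself -0.54, while the endothelial transcription factor gene Sox17 rose (0.83). Endothelial markers moved with them: 6 of 14 fell, 1 rose and 7 did not pass (2 higher and 8 lower when adjusted over the list alone), with a median of -0.25. Kdr is a member of both lists, so they are not independent. Among 32 genes of adhesion, 9 fell, 2 rose and 21 did not pass (2 higher and 11 lower when adjusted over the list alone; camera, adjusted p = 0.00154; adjusted p = 0.313 with an estimated correlation). Itga6, a laminin-binding integrin, and Mcam, a vascular adhesion molecule, fell (log2 fold changes -1.17 and -0.85). For 21 genes of cell migration, 6 fell, 0 rose and 15 did not pass (1 higher and 10 lower when adjusted over the list alone; camera, adjusted p = 0.00928; adjusted p = 0.313 with an estimated correlation), among them the semaphorin receptor gene Plxnd1 (-1.15) and the chemokine gene Cxcl12 (-0.68). The immune lists were lower as sets by camera, with most members not called. In antigen presentation, 6 of 15 fell, 0 rose and 9 did not pass (0 higher and 9 lower when adjusted over the list alone; camera, adjusted p = 0.00107; adjusted p = 0.451 with an estimated correlation), including the MHC class II gene H2-Aa (-1.53) and Cd74 (-1.40). In the interferon response, 7 of 23 fell, 0 rose and 16 did not pass (0 higher and 14 lower when adjusted over the list alone; camera, adjusted p = 7.29e-05; adjusted p = 0.451 with an estimated correlation), with Rtp4 at -1.42. In innate immunity, 9 of 25 fell, 1 rose and 15 did not pass (1 higher and 10 lower when adjusted over the list alone; camera, adjusted p = 0.00156; adjusted p = 0.462 with an estimated correlation), including the chemokine gene Cxcl9 (-2.19), the myeloid adaptor gene Tyrobp (-1.81) and the complement gene C1qa (-1.40). Macrophage markers moved with the immune genes: 7 of 12 fell, 0 rose and 5 did not pass (1 higher and 9 lower when adjusted over the list alone). C1qa is a member of this list and of that of innate immunity, so these are not independent either. Without tied probe sets, the calls of angiogenesis, migration and innate immunity were lost. With the mean over the probe sets of a gene, the change was smaller for Cxcl9 (-1.15), Rtp4 (-0.70), Sox17 (0.46) and Cxcl12 (-0.45). It was larger for Vegfa (-0.68). The lists were written from general knowledge before the data were examined, but Fig 4 and the first part of Table C had been seen, so they are not independent of the paper.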

Pathways associated with ECM remodeling, angiogenesis, cell morphology, migration and immune response were down-regulated in CR. 

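Fmo2, a flavin monooxygenase that oxidizes xenobiotics, rose in CR from 8.74 ± 0.18 to 10.28 ± 0.07 (log2, SD, n = 5), a log2 fold change of 1.54 (standard error 0.08, adjusted p = 2.06e-05) from limma. The cytochrome P450 gene Cyp2d22 and the glutathione transferase genes Gstt2 and Gstm1 rose by log2 fold changes of 1.05, 1.06 and 0.63, and Cat, which encodes catalase, by 0.39 (standard error 0.04, adjusted p = 0.000331). Of 33 measured genes of antioxidant and xenobiotic defense, 12 rose, 3 fell and 18 did not pass the test (12 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.000745; adjusted p = 0.268 with an estimated correlation). Of 13 repressors and outputs of the circadian clock, 9 rose, 0 fell and 4 did not pass (10 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.20 (camera, adjusted p = 1.93e-08; adjusted p = 0.0967 with an estimated correlation). All 5 activators and antiphase genes of the clock fell (0 higher and 5 lower when adjusted over the list alone), with a median of -1.33 (camera, adjusted p = 9.65e-05; adjusted p = 0.0967 with an estimated correlation).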

Interestingly, there was high enrichment in pathways associated with anti-oxidative stress, circadian rhythmicity and biological clock, which have been previously described in life-long CR studies [13, 23, 32]. Our results demonstrate that short-term CR for only 7d promotes global changes in cardiac gene expression, resembling in part what has been described in long-term CR.

**Fig 3:**
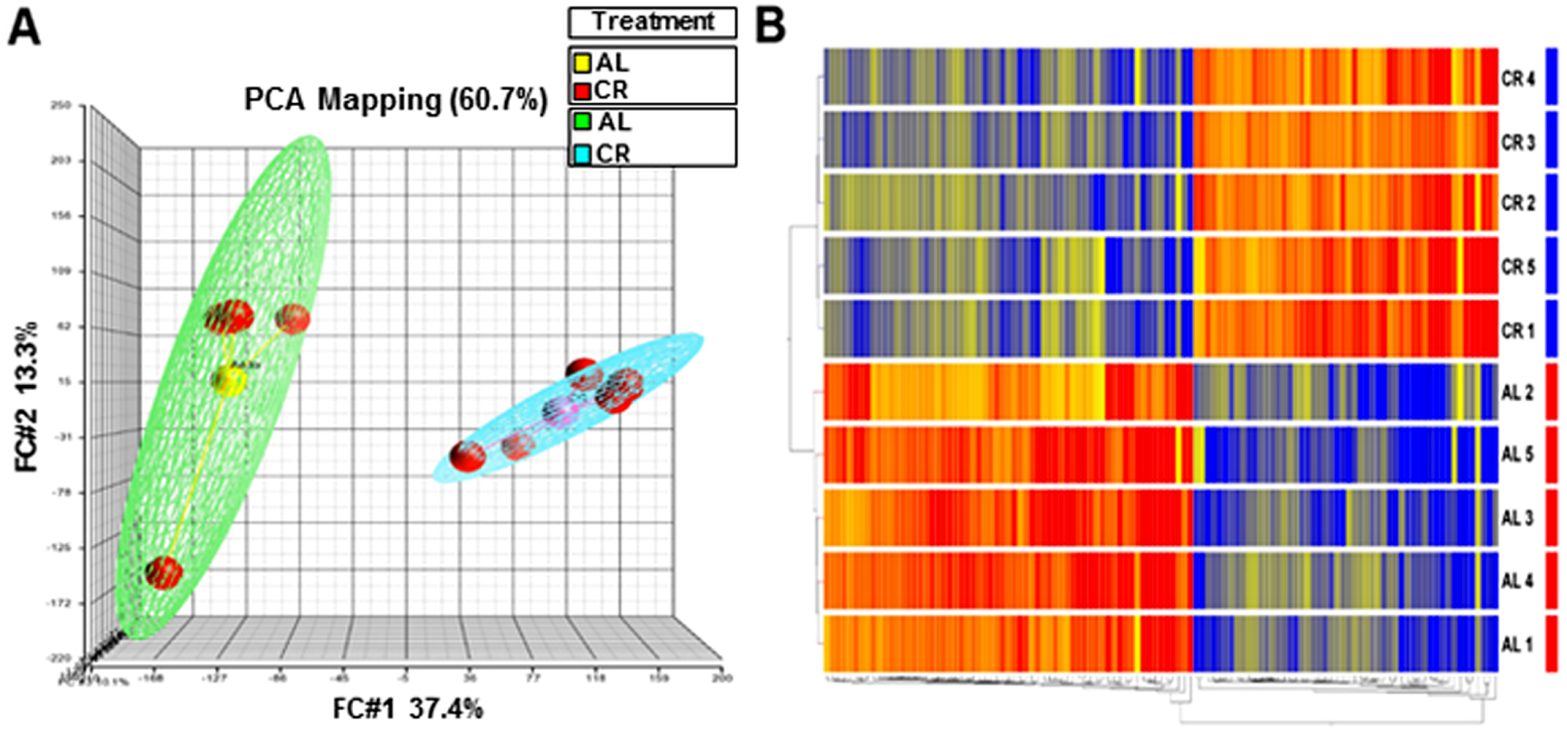
Short-term CR is associated with robust changes in LV gene expression profile. Principal Component Analysis (PCA) depicting overall data. (**A)** PCA representation of replicates to visualize overall clustering of the microarray gene expression profiles of CR (blue mesh) and Ad lib (green mesh) containing 5 replicate samples (red) in each group. PCA depicts complete separation of overall pattern in CR vs. Ad lib (AL) samples, (**B)** The genes differentially expressed (upregulated or downregulated in the CR relative to AL) are clustered according to treatment group. The color gradient (red, up-regulation; green, down-regulation) represents normalized gene expression of each gene in all of the samples listed on the right side of each row. The dendrogram on the left shows the grouping of samples based on the similarity of gene expressions amongst them. Samples were clearly grouped according to CR treatment.

**Fig 4:**
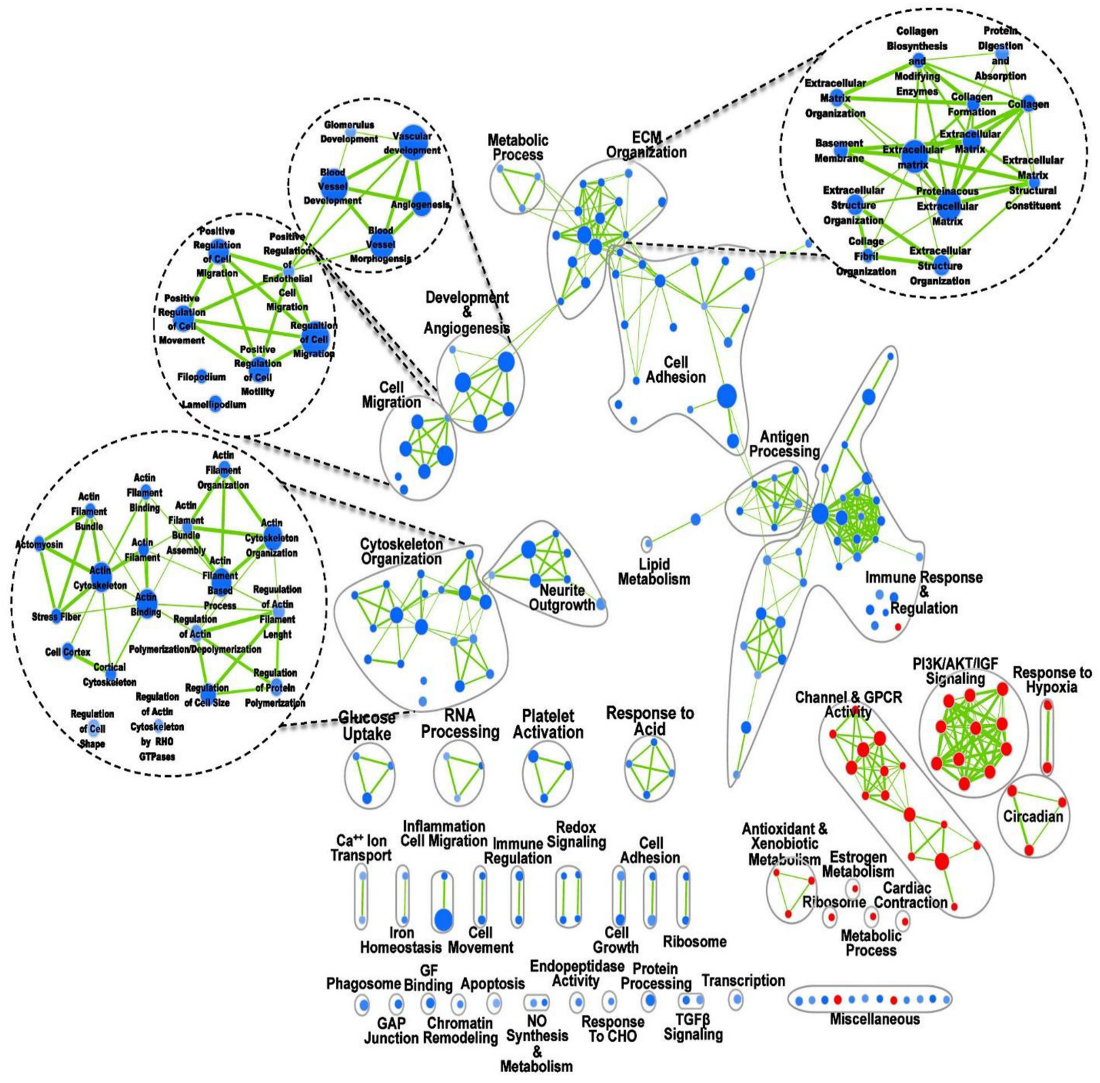
Pathway analysis of short-term CR *vs*. *ad libitum* (AL) groups. The map displays the enriched pathways (blue nodes are downregulated and red nodes are upregulated) in short-term CR versus AL control. Clusters of functionally related sets were manually circled and assigned a label. Dashed circles represent zoom in of clusters of pathways of interest. Nodes represent enriched pathways and edges the similarity between those pathways calculated based on an overlap statistic > 0.5. Enrichments were filtered by p-value < 0.01, FDR < 0.05. Thickness of edges represents the degree of overlap between adjacent pathway nodes.

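LV RNA of 5 mice given liraglutide (Lira), an agonist of the GLP-1 receptor, was read on 1 array per mouse. The mice are recorded as 12 weeks old, received 200 µg/kg in 2 injections per day for 7 d and were harvested on day 8. The values share the scale, the floor and the normalization of the AL and CR arrays, and the same 5 AL arrays are the controls of both regimens. The submitters' labels call the AL mice placebo controls, while the protocol note says that AL mice were left alone. Whether they were injected is thus unclear. Lira was compared with AL over 28197 probe sets that varied among their 10 arrays, and CR with Lira, directly, over 28446, with limma as for CR and AL. Because both effects are measured against the same AL arrays, chance differences in these arrays enter both. In simulated data with the spread of the Lira and AL arrays, 58.2% of changes of 0.5 log2 were called and 95.5% of changes of 1 log2. In these data, 67 probe sets changed by 0.5 log2, 67 by 1 log2 and 66 by 2 log2. The adjustment of p is stricter where fewer probe sets change. These shares are therefore not the power to detect a few isolated changes in Lira.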

We also compared the CR-induced gene expression data in the present study with those obtained from the hearts of mice pre-treated with a weight-reducing dose of the glucagon-like peptide (GLP)-1 agonist, liraglutide (Lira) (200 ug/kg, twice daily, i.p. for 7 days prior to MI) [25]. This was undertaken to compare and contrast the gene expression profiles of two distinct methods of weight reduction (CR *vs*. Lira), in an attempt to understand the mechanisms underlying the reduced (a) incidence of cardiac rupture observed post-MI in Lira-treated animals [25], and (b) infarct size at 2d post-MI observed in CR-treated animals (which was not observed in the Lira study) [25]. 

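Against AL, 1 probe set was called in Lira mice. It reports Hnrnpdl, an RNA-binding protein of the nucleus, and went from 8.38 in AL to 8.84 in Lira (log2, n = 5 per group), a log2 fold change of 0.46 (standard error 0.04, adjusted p = 0.0279 from limma). The brightest probe set of the gene was not called (log2 fold change 0.20, adjusted p = 0.482), and Hnrnpdl is named because it was the only call, after its values were seen. The count fell to 0 with all 15 arrays in one fit, with the replicate block and without tied values. It stayed at 1 with quantile normalization, median centring, dim probe sets left out, a trend and robust prior and array weights. Of 100 splits of the 10 arrays, the real one included, 9 called as many. None of the genes with the largest changes in CR was called in Lira: the log2 fold change was -0.30 for Fam107a (standard error 0.24, adjusted p = 0.713), -0.25 for Aplnr, -0.26 for Zbtb16, -0.68 for Myh7 and -0.24 for Col3a1. Genes that CR changed were not called in Lira either: Apln (log2 fold change -0.71, standard error 0.12, adjusted p = 0.257), Dbp, a transcription factor driven by the clock (1.29, adjusted p = 0.326), and Pink1 (0.36, adjusted p = 0.326). At an unadjusted p under 0.05, 2449 probe sets differed, against 1409.85 by chance, and the methods' t-test called 0 after adjustment and 2091 before. Collagen genes were lower as a set, with a median log2 fold change of -0.24 and no member called (camera, adjusted p = 8.37e-05; adjusted p = 0.635 with an estimated correlation). Macrophage and endothelial markers were also lower by camera (adjusted p = 0.0221 and 0.0229). With an estimated correlation these were 0.705 and 0.635. Markers of fibroblasts did not move as a set (camera, adjusted p = 0.903).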

Intriguingly, despite similar degrees of weight loss, Lira-treated mice showed minimal changes in gene expression as compared to AL groups (Fig. C in S2 File).

### Sleep disruption and handling stress has no effect on gene expression profile of CR

Expression levels of selected mRNA up-regulated (Per2, leptr and Myh7) and down-regulated (Col1a1, Apln and Myh6) by short-term CR were comparable between AL and sAL groups (One-way ANOVA with Tukey post-hoc test, P<0.05; Fig 5A and 5B). This shows that the modulation of gene expression observed in the CR group was not related to the stress of sleep disruption or food handling. Similar infarct size in the AL and sAL groups further supported the specific cardioprotective effects of CR observed in this study (Fig 1D).

**Fig 5:**
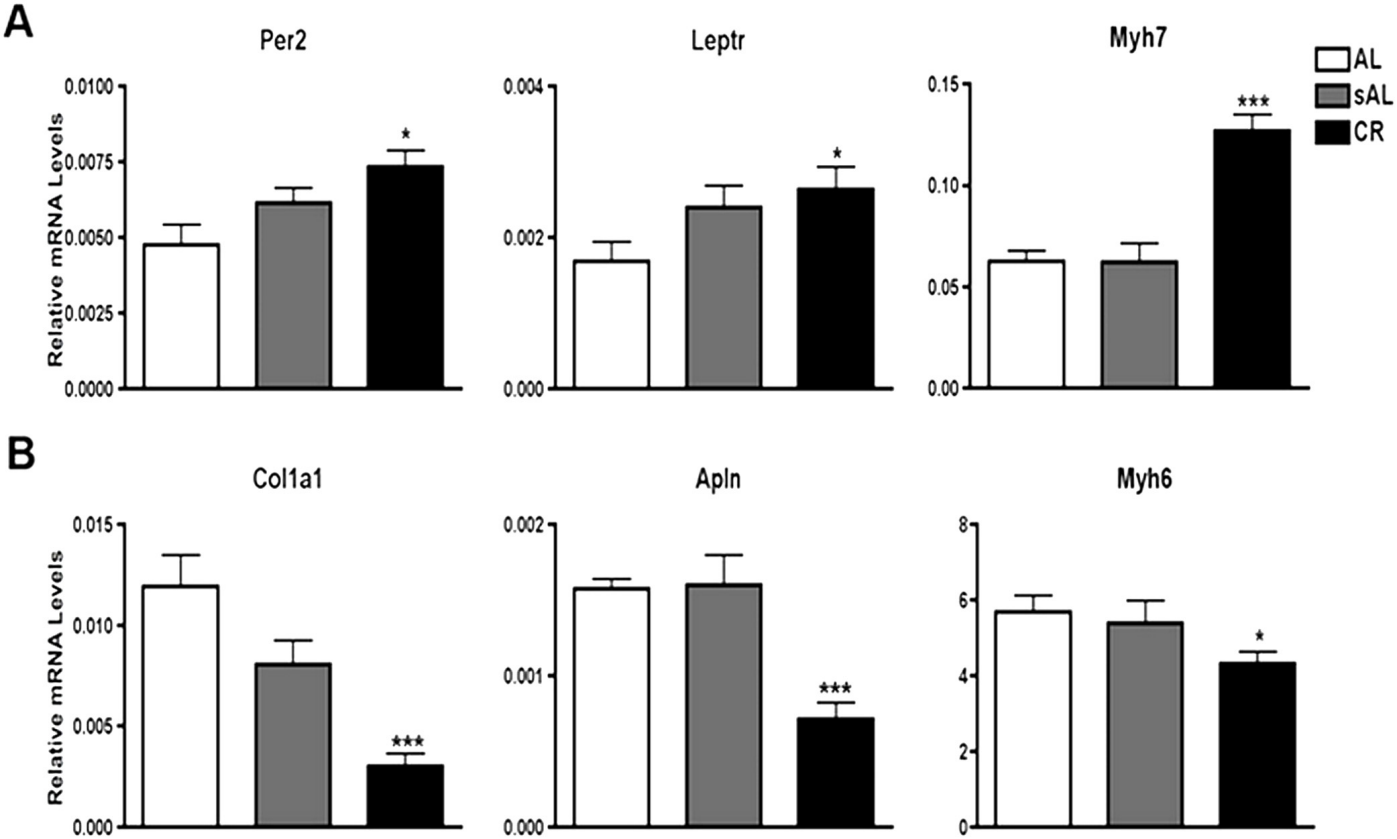
Stressed mice (sAL) did not display a similar gene expression pattern to CR treatment. qPCR analysis of the expression levels of Per2, Leptr, Myh7, Col1a1, Apln and Myh6 in AL, sAL and CR groups following one week of dietary regimens. No changes in gene expression were detected in AL and sAL control groups indicating that stress due to sleep disruption in sAL mice has no effect on the expression of CR-responsive genes. mRNA levels were normalized to the housekeeping gene Gapdh.

### Short-term CR is associated with a unique cardiac miR signature

To determine whether the 7d of CR used in our study is accompanied by differential regulation of miR, qPCR arrays were used to determine the expression of 709 distinct miRs in the LV of CR and AL mice. miR array analysis revealed 18 miR that were up-regulated and 24 miR that were down-regulated by CR (Table 1). To validate findings from the miR array, 6 miRs (miR-21, -92a, -27, -29, -208 and -214) were tested by qPCR using SYBR Green or Taqman systems. As shown in Fig 6A, the levels of miR-21 and miR-92a were down-regulated in CR as compared to AL mice (-1.085±0.2465, P<0.01; and -1.798±0.6679, P<0.02; fold change respectively, N = 3). In addition, miR-27, miR-29, miR-208 and miR-214 were significantly up-regulated in CR as compared to AL groups (+2.969±0.5318, P<0.05; +7.483±1.084, P<0.002; +2.483±0.9468, P<0.009; and +2.003±0.5865, P<0.02; fold change respectively, N = 3) (Fig 6A). Our qPCR results demonstrated no change in the level of miR-24 and miR-486 in CR *vs*. AL groups (N = 3), again confirming results of the miR-array (Fig 6A). Together, these data indicate a strong correlation between miR-array and qPCR. We then annotated the enrichment map with the predicted targets of two miR with the highest fold change in CR (miR-27 and -29) to highlight gene sets that are significantly modulated (hyper-geometric P<0.05) as a percentage of miR targets (Fig 6B and 6C). Both miR-27 and miR-29 showed overlapping targets in pathways associated with ECM organization, angiogenesis, cell migration, adhesion and cytoskeletal organization. We also validated by qPCR the expression levels of known targets of three miR (miR-27, -29 and -214), which were up-regulated in the CR group. Of note, miR-214, which has previously been shown to reduce Ca^2+^ overload-induced cardiomyocyte death in an ischemia-reperfusion injury model [33], was up-regulated in CR mice. Up- and down-regulation of miR in the present study correlated well with mRNA levels of their known and predicted gene targets as demonstrated by microarray analysis and qRT-PCR results (Fig. B in S2 File). For example, down-regulation of several distinct miR (-34a, -199a, -181a/b and -204), which have been shown to target Sirt1 [34, 35] was associated with up-regulation of the mRNA level of Sirt1 in CR (Fig. A in S2 File). Similarly, while miR-133a and miR-181 were down-regulated, the mRNA level of their target, pro-survival gene Mcl1 [36, 37] was up-regulated in the CR heart (Fig. A in S2 File). On the other hand, up-regulation of miR-214 in the CR group was associated with down-regulation of mRNA levels of its known target genes, Ncx1 and Camk2d (P< 0.01 and P<0.02 respectively) in the hearts of CR as compared to AL mice (Panel B in Fig. B in S2 File). In addition, mRNA levels of Col1a1, Mmp2, and Itg6, known targets of miR-29 (Up-regulated in the CR mice) [38], were also down-regulated (P<0.001, P<0.003 and P<0.0001 respectively) in CR hearts (Panel B in Fig. B in S2 File). Also, mRNA levels of the tumor suppressor gene Fbxw7, a known target of miR-27 [39], was down-regulated (P<0.01) in the hearts of CR *vs*. 

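Sirt1, a NAD-dependent deacetylase, rose in CR from 8.80 ± 0.10 to 9.30 ± 0.05 (log2, SD, n = 5), a log2 fold change of 0.50 (standard error 0.05, adjusted p = 0.000263) from limma. Mcl1, an antiapoptotic member of the Bcl2 family, rose by 0.46 (standard error 0.04, adjusted p = 9.34e-05), or by 0.24 with the mean over its probe sets. For miR-29, the paper names Col1a1, Mmp2 and Itg6. Itg6 is read here as Itgb6, an integrin of epithelia that is in the paper's primer list. Itgb6 had a log2 fold change of -2.36 (standard error 0.09, adjusted p = 6.53e-06) and Mmp2, gelatinase A, one of -1.31 (standard error 0.12, adjusted p = 0.000191). Col1a1 also fell. Among 19 measured targets of miR-29, 16 fell, 1 rose and 2 did not pass the test (1 higher and 17 lower when adjusted over the list alone), with a median log2 fold change of -1.20 (camera, adjusted p = 1.77e-11; adjusted p = 0.0967 with an estimated correlation). Many of them are collagen genes. The 1 that rose is Mcl1. Markers of fibroblasts fell as well (7 of 12 lower and 2 higher; camera, adjusted p = 0.00473; adjusted p = 0.313 with an estimated correlation). For miR-214, Slc8a1, which encodes the sodium-calcium exchanger Ncx1, had a log2 fold change of -0.96 (standard error 0.10, adjusted p = 0.000350) on its brightest probe set. Its 3 other probe sets were not called, but their mean with it was called lower (-0.24, adjusted p = 0.00890). Camk2d, a calmodulin-dependent kinase of cardiomyocytes, had a log2 fold change of -0.14 (standard error 0.03, adjusted p = 0.0212), or -0.27 with the mean over its probe sets. Of 6 measured targets of miR-214, 4 fell, 0 rose and 2 did not pass (1 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.0359; adjusted p = 0.274 with an estimated correlation), Ppif, a regulator of the mitochondrial permeability pore, among them (-0.24). The call of this list was also lost with fgsea, the mean over probe sets, the replicate block, without dim or tied probe sets and without AL replicate 2 or CR replicate 1. For Ppif the groups overlapped (adjusted p = 0.0467 from limma), and the change was -0.16 with the mean over its probe sets. Fbxw7, a ubiquitin ligase subunit named for miR-27, fell (-0.38 (standard error 0.07, adjusted p = 0.00419)), and it was the 1 of 7 measured targets of miR-27 to do so, the other 6 not being called (0 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.631). Of 7 targets of miR-21, 2 rose, Timp3 and the translation inhibitor Pdcd4 (0.51), and 5 did not pass (2 higher and 0 lower when adjusted over the list alone; camera, adjusted p = 0.112). The target lists hold genes named by the paper and genes known as targets in general, and no miR was measured on these arrays.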

AL mice (Panel B in Fig. B in S2 File). These results show, for the first time, that short-term CR for only 7d mediates a cardioprotective gene profile that includes specific miR and their downstream targets. For further details, a large listing of genes regulated by CR is provided in Table C in S1 File.

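Table C lists 3586 probe sets, of which only the first part, all higher in CR, was read here; the others were not used here. Genes of the clock (Per2, Dbp, Tef), metallothioneins (Mt1, Mt2), the phosphoinositide 3-kinase regulator Pik3r1 and the inhibitors of matrix proteases Timp3 and Timp4 are among them. On the arrays, 666 of these probe sets could be tested, and all 666 had a higher mean in CR than in AL (n = 5 mice per group). Of these, 570 were called at an adjusted p of 0.05 from limma. Across the 666 probe sets, which are not independent replicates, the log2 fold change here correlated with the paper's at r = 0.859. Below an AL level of 4 the median was 0.42 here and 0.46 in the paper's table, over 130 probe sets. At AL levels from 4 to 6 it was 0.94 here and 0.46 in the paper's table, over 63 probe sets. At levels of 12 and above it was 0.59 here and 0.48 in the paper's table, over 45.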

**Table 1:** Fold changes in heart miR expression levels in short-term CR *vs*. AL.

Upregulated	Fold change	Downregulated	Fold change
mmu-mir-27a	1.68	let7e	-5.63
mmu-mir-29b	2.35	let7f	-4.35
mmu-mir-106b	2.34	mmu-mir-1	-9.38
mmu-mir-140	4.66	mmu-mir-15a	-3.12
mmu-mir-208	7.12	mmu-mir-21	-17.34
mmu-mir-214	3.03	mmu-mir-22	-3.36
mmu-mir-340-3p	7.05	mmu-mir-23a	-8.82
mmu-mir-409-3p	3.04	mmu-mir-34b-5p	-4.29
mmu-mir-468	3.57	mmu-mir-34c	-6.09
mmu-mir-669h-5p	3.31	mmu-mir-92a	-0.43
mmu-mir-669j	3.03	mmu-mir-127	-6.88
mmu-mir-709	4.15	mmu-mir-133a	-3.42
mmu-mir-805	3.92	mmu-mir-181d	-3.09
mmu-mir-1937a	6.26	mmu-mir-188-3p	-7.27
mmu-mir-1954	5.14	mmu-mir-188-5p	-18.76
mmu-mir-2138	5.14	mmu-mir-199a-5p	-3.57
mmu-mir-2142	8.23	mmu-mir-204	-5.37
mmu-mir-2144	5.63	mmu-mir-297b-5p	-13.48
		mmu-mir-323-5p	-8.00
		mmu-mir-324-3p	-6.66
		mmu-mir-343	-4.88
		mmu-mir-449a	-4.82
		mmu-mir-532-3p	-5.85
		mmu-mir-720	-13.02
		mmu-mir-135	-7.22
		mmu-mir-1190	-5.56
		mmu-mir-2132	-12.93
		mmu-mir-2133	-11.74

**Fig 6:**
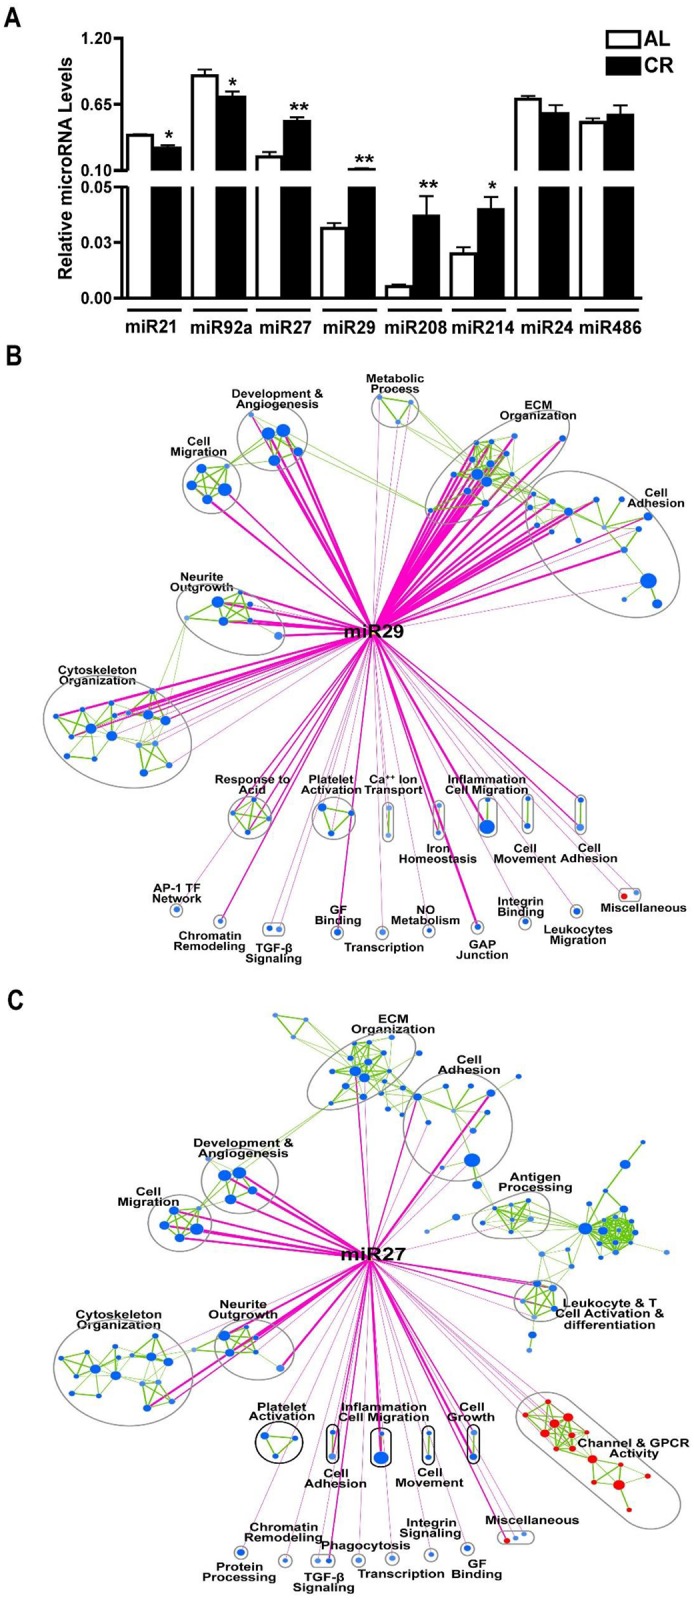
Short-term CR is associated with a complex miR expression profile. **(A)** qPCR validation of selected miRs from the microRNA array showing significant down-regulation of miR-21 and miR-92a and significant up-regulation of miR-27, miR-29, miR-208 and miR-214 in CR compared to Ad lib. miR-24 and miR-486 were used as negative controls. miR levels were normalized to U6. (**B & C)** Enrichment Map of CR vs Ad lib. Nodes represent enriched pathways and edges the similarity between those pathways calculated based on an overlap statistic > 0.5. Enrichments were filtered by p-value < 0.01, FDR < 0.05. The enrichment map was further annotated using a post analysis using mir-29 and mir-27 gene sets to highlight enriched pathways (blue or red nodes) that contain a statistically significant amount of B) miR-27 or C) mir-29 targets (as calculated using the hypergeometric distribution, p-value < 0.05). Post analysis edges are colored in pink, and enrichment map edges are colored in green.

### Short-term CR modulates major signaling pathways in the heart

Next, the phosphorylation (P~) status of signaling pathways previously shown to be involved in cardiac protection such as AMPK [40], Akt/PKB [41], GSK3β [42], ERK and p38 MAPK [43] were examined by Western blot. Densitometry demonstrated a significant increase in P~AKT (pAkt/Akt: AL 0.4±0.1 *vs*. CR 1.3±0.1, P<0.05; 3.25±0.1 fold change) and its downstream target GSK3β (P~GSK3β/GSK3β: AL 0.4±0.05 *vs*. CR 0.9±0.1, P<0.05; 2.25±0.1 fold change) (Fig 7A and 7B). By contrast, the phosphorylation status of two members of the MAPK signaling pathway, namely p38 and ERK, were not changed in response to CR (Fig 7C and 7D). We also observed a significant reduction in phosphorylation of the α-subunit of the AMP-activated protein kinase (AMPKα) in CR as compared to AL mice (P~AMPK/AMPK: P AL 1.64±0.3 *vs*. CR 0.6±0.1, P<0.05; -2.75±0.3 fold) (Fig 7E). By examining down-stream targets of AMPK, such as eNOS and mitochondrial markers, PGC-1, cytochrome c, and COX IV, we found no difference in both total and phosphorylated eNOS levels in the hearts of CR *vs*. AL mice (Fig 7F), but did find decreased protein abundance of the mitochondrial markers noted above (PGC-1α: AL 1.7±0.3 *vs*. CR 0.6±0.1; -2.85±0.3 fold change; COX-IV: AL 2.5±0.5 *vs*. CR 0.9±0.2, -2.85±0.3 fold change; Cytochorome C: AL 5±0.5 *vs*. CR 3.2±0.1, P<0.05, -1.6±0.1 fold change) (Fig 7G–7I). In addition, protein abundance of autophagic marker LC3B-II were reduced in the hearts of CR mice (AL 0.3±0.02 *vs*. CR 0.07±0.006, P<0.05, -4.3±0.1 fold change) (Panel A in Fig. A in S2 File). Importantly, sAL mice showed no change in Akt phosphorylation (Panel B in Fig. B in S2 File) indicating that the increased Akt phosphorylation observed following CR is specifically related to the dietary manipulation rather than the stress of animal handling. Together, these results demonstrate that short-term CR modulates known signaling pathways implicated in cardio-protection, mitochondrial function and biogenesis.

**Fig 7:**
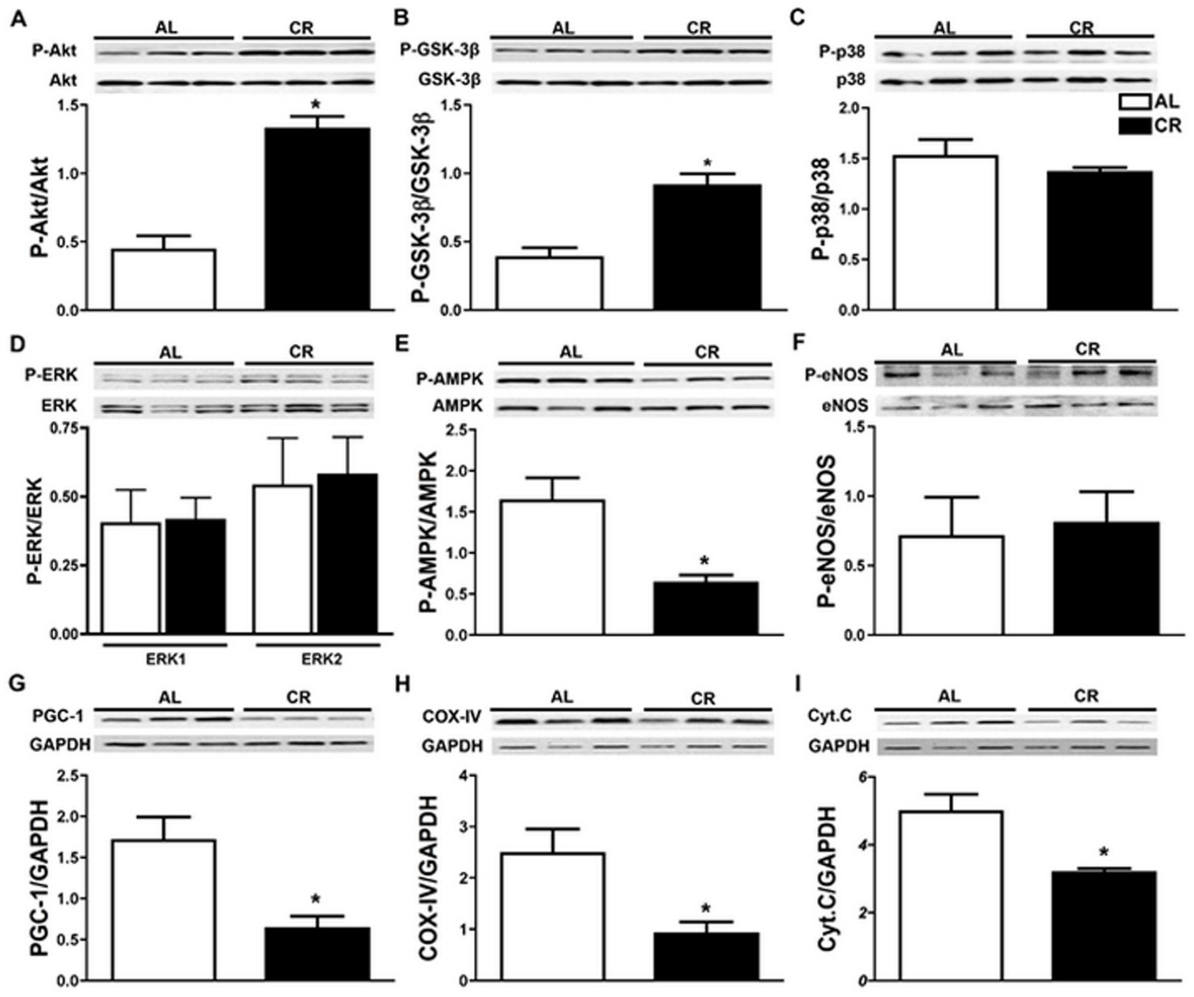
Short-term CR induces known pro-survival pathways. Western blots analysis of the left ventricular protein extracts after 7 days of caloric restriction depicting significant (**A)** decrease in AMPK phosphorylation, (**B** & **C**) increase in phosphorylation of AKT and its downstream target GSK-3β compared to AL group. Phosphorylation levels of ERK, p38 MAPK and eNOS (**D-F**) were comparable between the CR and AL mice. Abundance of the mitochondrial proteins PGC-1α, Cytochrome C and COX-IV were significantly reduced in the CR group compared to the AL mice.

## Discussion

In the current study we have demonstrated that short-term (7d) CR protects the mouse heart against ischemic injury with reduced infarct size and cleaved caspase-3 induction at 2d post-MI, with improved survival and cardiac hemodynamics. Our data suggest that this occurs via CR-induced activation of known pro-survival signaling pathways, *i*.*e*. Akt/GSK3β axis, and induction of a gene signature involved in the regulation of cardiac ECM and cytoskeletal organization, cell migration and adhesion, oxidative stress, inflammation, biological clock, apoptosis and autophagy. Differential gene expression and pathway analysis suggest a multi-mechanistic effect of short-term CR, potentially stemming from a complex miR expression profile in the preconditioned LV. Differentially regulated miRs target many of the genes identified in the microarray analysis, contributing to the distinct enrichment pathway map of CR.

Although cardioprotective actions of CR have been previously described, the species, strain, age, duration, percent and type of restricted calories and CR protocols, as well as cardiac injury models adopted have varied significantly (see [44] for a Review). For example, in rat *i)* CR (60% of AL) for 10 months was associated with less cardiac inflammation in an ischemia-reperfusion (I/R) model *in vivo* [45], with *ii)* eight months of CR (55% of AL) also protecting the isolated heart against global ischemia and reperfusion [46], and *iii)* 2 wk of CR (90% of AL) followed by another 2 wk of more robust CR (65% of AL) [47], or *iv)* six months of CR (10% of AL for 2 wk followed by 65% of AL for 24 wk) [48], and *v)* very mild CR (90% of AL) for 2 wk followed by 24 wk of more aggressive CR (60% of AL) [49] also protecting isolated hearts from ischemia-reperfusion (I/R) injury.

Previous studies conducted on long-term CR have suggested attenuation of oxidative stress, mitochondrial dysfunction and inflammation, and a favorable modulation of energy metabolism, apoptosis and autophagy [12, 14, 50–53] to be among cellular mechanisms that increase life-span and promote cardioprotection. While translational significance of the aforementioned CR protocols is uncertain, our CR regimen offers a feasible and practical preconditioning strategy which may afford important clinical applications such as surgical stresses, inflammatory diseases, chemotherapy and insulin resistance (as suggested by Robertson and Mitchel [21]). Indeed, our very short-term CR protocol promotes preconditioning effects with robust cardioprotection similar to long-term CR regiments. This is important since in practice it is almost impossible for individuals to adhere to a long-term CR.

Life-long CR has been shown to protect aged myocardium partially through reversing age-associated reductions in AMPK phosphorylation [54]. AMPK serves as an energy sensor, is a key regulator of mitochondrial biogenesis and autophagy, and is involved in cardioprotective mechanisms [40, 55]. Thus, life-long CR may enhance the energy status of the aged heart by maintaining or inducing activation of AMPK. In addition, life-long CR is associated with maintaining or increasing expression of genes targeted by AMPK such as those involved in mitochondrial function and biogenesis [56] and autophagy [57]. However, in our study, we noted that short-term CR regimen we employed actually *reduced* cardiac AMPK phosphorylation, and *decreased* protein abundance of mitochondrial proteins involved in biogenesis (PGC-1α, COXIV and cytochrome C). In addition, although autophagic flux had not been examined, unlike life-long CR, protein expression of autophagy marker LC3B (and LC3B to GAPDH ratio) [58] was also reduced (Fig. D in S2 File). The mechanism of short-term CR-induced reduction of cardiac AMPK phosphorylation and down-regulation of mitochondrial and autophagic proteins remains to be elucidated. We can only speculate on how the moderate and short-term energy deficiency induced by CR results in a cardioprotective effect, which has been suggested in other metabolic models [59, 60]. Altogether, the effect of short-term CR on selected signaling and target molecules associated with key metabolic pathways seems to be distinct from that of life-long CR.

Life-long CR is also associated with *decreased* cardiac P~Akt levels [57], which correlate with the down-regulation of the insulin/IGF pathway, playing a key role in promoting health and longevity in several experimental model organisms [61–64] including humans [11]. By contrast, our short-term CR model resulted in a robust *increase* in P~Akt (activation) and its down-stream target GSK3β (inactivation), which are known to confer cardioprotection as prosurvival kinases [65–67]. Akt is a serine/threonine protein kinase which regulates cardiac growth, myocardial angiogenesis, glucose metabolism, and cell death in cardiac myocytes [41]. The level and duration of Akt activity determine the balance between its beneficial and harmful effects. While chronic (age-associated) up-regulation of Akt phosphorylation may result in adverse cardiac hypertrophy, a short-term increase in Akt phosphorylation (as observed in the present study) is shown to be cytoprotective and physiologic [68].

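Per2 and Per1, repressors of the molecular clock, were among the genes that rose most in CR. Per2 went from 2.82 ± 0.17 in AL to 7.13 ± 0.62 in CR (log2, SD, n = 5), a log2 fold change of 4.31 (standard error 0.27, adjusted p = 3.77e-05) from limma (1.92 with the mean over its probe sets), and Per1 from 5.86 ± 0.19 to 8.50 ± 0.28 (SD, n = 5), a log2 fold change of 2.64 (standard error 0.14, adjusted p = 2.06e-05). On GRCm38.p6, Per2 lies on chromosome 1 from 91415977 to 91459351 and Per1 on chromosome 11 from 69095108 to 69109965. Per3 rose less (0.94 (standard error 0.22, adjusted p = 0.0176)). Outputs that the clock drives through E-boxes rose with them: Dbp by 3.10, Tef by 1.48, Hlf by 0.79 and the ubiquitin protease gene Usp2 by 1.31, as did the repressor Cry2 by 1.20 and the nuclear receptor gene Nr1d2 by 1.37, each with an adjusted p at or below 0.00579. Its relative Nr1d1 did not differ (log2 fold change 0.00, standard error 0.35), and Bhlhe40 (0.36, adjusted p = 0.303) and Ciart (0.85, adjusted p = 0.111) were not called; Bhlhe41 lay at the floor in both groups. Arntl, which encodes the activator BMAL1, moved the other way, from 8.06 ± 0.10 to 5.14 ± 0.94 (SD, n = 5), a log2 fold change of -2.93 (standard error 0.40, adjusted p = 0.00142), or -1.46 with the mean over its probe sets. Its partners Clock and Npas2 fell (-0.81 and -1.33; -0.66 for Npas2 with the mean), and so did Nfil3, an antagonist of Dbp (-2.20), and Cry1 (-0.56, adjusted p = 0.0302). In Lira mice, Per2 and Per1 stood at 3.01 ± 0.27 and 5.68 ± 0.01 (SD, n = 5) and neither was called against AL. Per2 was near the floor without CR, and 4 Lira arrays and 1 AL array share 1 value of Per1, so that its spread in Lira is not a measure of the spread between mice. Of 12 repressors and outputs tested in Lira against AL, 0 were called (median 0.10, quartiles -0.03 and 0.38). Among them, Dbp (1.29) and Nr1d1 (0.99) had higher means in Lira. The hour of harvest was not found in the paper's text. CR mice were fed at a fixed morning hour and AL mice freely, so meal time differed as well.

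**Figure D2:**
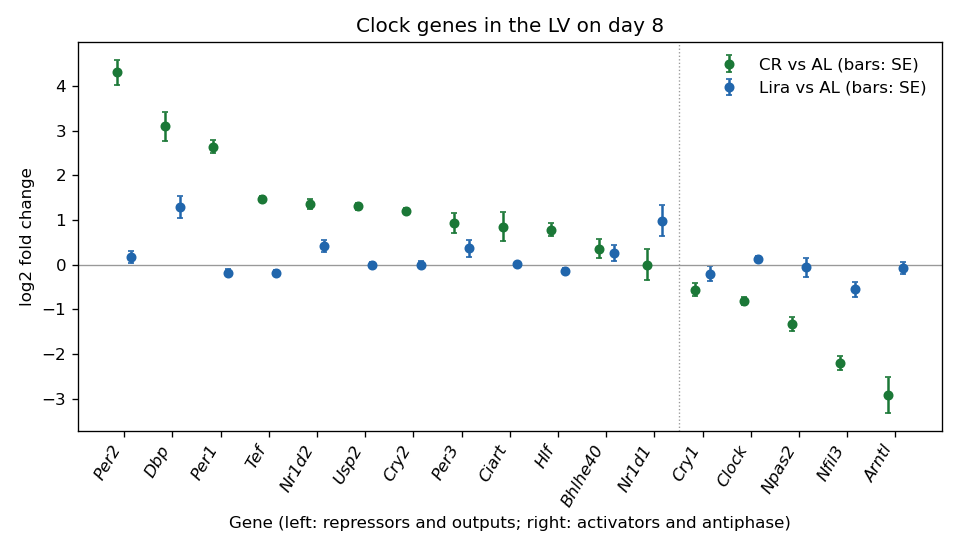
Log2 fold change (y axis) of clock genes (x axis) in CR against AL (green) and in Lira against AL (blue); points are fitted values of the brightest probe set from 5 mice per group and bars are standard errors. In CR, Per2 is highest at 4.31 and Arntl lowest at -2.93; Bhlhe41, at the floor, is left out.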

Similar to life-long CR [23], short-term CR resulted in increased cardiac expression of the biological clock genes, Per2 and Per1. Clock genes are reproducibly modulated by CR regimens [23]. Emerging data implicate clock genes in many aspects of normal physiology such as energy balance, glucose homeostasis, and diseases especially in the cardiovascular system, playing important roles in innate and adaptive immunity [69–74]. Therefore, clock genes may also be involved in the beneficial effects of CR, considering they coordinate and modulate energy metabolism, transcription, signaling, growth, metabolism and contractile function in cardiac cells [70]. In fact, modulation of cardiomyocyte circadian clock and subsequent tolerance to ischemia-reperfusion has been suggested and has been shown to be time-of-day-dependent [69]. In addition, a recent study in an ischemia-reperfusion model showed that Per2 knockout mice had larger infarcts and greater inflammatory cell infiltration in the infarct zone as compared to wild-type controls [75]. Indeed, stabilization of Per2 has been suggested as a promising strategy for treating myocardial ischemia [76]. Thus, up-regulation of cardiac clock genes (Per1 and Per2, as a result of preconditioning) may provide a mechanism to protect the heart against ischemic and cytotoxic insults, possibly through adapting cellular metabolism to harsh environmental conditions.

Previous network analysis of whole-genome microarray data showed down-regulated genes by long-term CR were highly connected and located in dense genetic network regions but up-regulated genes were weakly connected and positioned in sparse network regions [32]. Similar to life-long CR [23], genes down-regulated by short-term CR displayed high connectivity suggesting that those genes are disproportionately located in dense network regions. Down-regulated genes in the LV were associated with immunity, collagen, ECM, cell adhesion, and insulin signaling while up-regulated genes were mostly associated with circadian rhythm, anti-apoptotic, anti-inflammatory and anti-oxidant functions. 

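Genes of insulin, IGF and PI3K/Akt signaling moved in both directions in CR. Pik3r1, the regulatory subunit of phosphoinositide 3-kinase, rose by a log2 fold change of 0.91 (standard error 0.05, adjusted p = 2.39e-05) from limma (n = 5 mice per group), and Eif4ebp1, a repressor of translation that insulin signaling inhibits, by 0.98, whereas Grb10, an adaptor that inhibits the insulin receptor, fell (-0.59). Igf1, the growth factor, had a log2 fold change of -0.92 (standard error 0.13, adjusted p = 0.00132), or -0.59 with the mean over its probe sets. Of 34 measured genes of the list, 12 rose, 6 fell and 16 did not pass the test (13 higher and 7 lower when adjusted over the list alone), and the list was higher as a set (camera, adjusted p = 0.0217; adjusted p = 0.268 with an estimated correlation). This call was also lost with fgsea, the replicate block, without tied probe sets and without AL replicate 2. Among genes that protect from apoptosis, Bcl2l1, which encodes BCL-XL, went from 7.52 ± 0.05 to 8.71 ± 0.10 (log2, SD, n = 5). This is a log2 fold change of 1.19 (standard error 0.05, adjusted p = 6.53e-06). The survival kinase gene Pim3 rose by 1.84 (standard error 0.12, adjusted p = 4.75e-05), while Cflar, an inhibitor of caspase 8, fell (-0.44, or -0.19 with the mean over its probe sets). Of 11 such genes, 3 rose, 2 fell and 6 did not pass (3 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.373); the median log2 fold change of the list was -0.01 and its mean 0.24. Of 13 genes that promote apoptosis, 4 fell, among them Casp8, the initiator caspase of death receptors (-1.08), 1 rose and 8 did not pass (1 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.566). Nfkbia, the inhibitor of NF-kappa B, was the 1 gene of innate immunity that rose (0.85, adjusted p = 0.000297). From the pathways enriched among the genes changed by CR (Fig 4), the paper concludes that 7 d of CR already changes cardiac gene expression globally and in part as long-term CR does.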

Despite being of short duration, the result of microarray analysis in the present study suggests that many aspects are similar to life-long CR. As previously shown for the mouse liver [77], short-term CR can reproduce the most important beneficial aspects of lifelong CR in the heart. It also implies that CR confers its complex beneficial effects through collective interactions of many genes and proteins. In addition, we show that very short-term CR modulates the expression levels of several miRs, which are known to play critical roles in cardiac development [78], function [79, 80] and cardioprotection [33]. Most importantly we show that both miR-27 and miR-29 have overlapping targets associated with ECM organization, angiogenesis, cell migration, cell adhesion and cytoskeletal organization. As such, our data raise the possibility that genes involved in ECM remodeling, cell morphology and angiogenesis, which have not been well explored in the context of cardioprotecion and preconditioning, may be intricately involved in the cardioprotection of CR.

Similar to life-long CR [23], short-term CR response in the myocardium included upregulation of enzymes and molecules like methalothionein 1 and 2 which are stress-response proteins with anti-apoptotic and anti-oxidative actions [81], which elicit cardioprotective roles in ischemia/reperfusion injury [82]. Additionally, genes involved in regulation of cardiac ECM were among those down-regulated by CR. 

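Mt1 and Mt2 encode small cysteine-rich proteins that bind zinc and scavenge radicals. Mt1 rose in CR from 12.13 ± 0.04 to 13.14 ± 0.19 (log2, SD, n = 5), a log2 fold change of 1.01 (standard error 0.08, adjusted p = 0.000105) from limma. With the mean over its probe sets, the change of Mt1 was 0.50. Mt2 rose from 8.77 ± 0.21 to 10.73 ± 0.39 (SD, n = 5), a log2 fold change of 1.96 (standard error 0.19, adjusted p = 0.000253). The genes are neighbors on GRCm38.p6: Mt2 lies on chromosome 8 from 94172618 to 94173567 and Mt1 on the same chromosome from 94178883 to 94180327. In Lira mice, their log2 fold changes against AL were -0.22 and -0.21, and neither was called (adjusted p = 0.128 and 0.628).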

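Timp4, an inhibitor of matrix metalloproteinases that is prominent in the heart, rose in CR from 8.52 ± 0.23 to 10.41 ± 0.12 (log2, SD, n = 5), a log2 fold change of 1.89 (standard error 0.11, adjusted p = 2.93e-05) from limma. Timp3, an inhibitor bound to the matrix, rose by 1.27 (standard error 0.08, adjusted p = 3.67e-05). Of 16 measured genes for matrix proteases and their inhibitors, 4 fell, the proteases Mmp2, Adamts9, Htra1 and Htra3, 2 rose and 10 did not pass the test (2 higher and 6 lower when adjusted over the list alone), and the list did not move as a set by camera (adjusted p = 0.373). Htra3, a serine protease, fell on its brightest probe set (-0.39 (standard error 0.04, adjusted p = 0.000430)) and rose on a dimmer one (1.82, adjusted p = 0.000130), and its mean over probe sets was higher in CR, so its direction is open. With Htra3 counted as risen, 3 fell and 3 rose.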

Molecules like matrix metalloproteinases (MMPs), tissue inhibitors of MMPs (TIMPs) and miR are present and/or embedded in the matrix [83]. Cardiac ECM is important for synchronized beating of cardiac myocytes resulting in maintenance of the contraction relaxation cycle, lineage specification and self-renewal of stem cells, biochemical stability of growth factors, facilitating signal transduction and processes such as angiogenesis, fibrosis, autophagy, and inducing apoptosis (Reviewed in [84, 85]). Thus, modulation of ECM genes in the heart by short-term CR may have significant functional consequences which remain to be determined.

We previously showed that pretreatment with a weight-reducing dose of a glucagon-like peptide-1 (GLP-1) agonist, liraglutide is associated with activation of Akt/GSK3β axis, reduction of cardiac rupture post-MI and improved survival with no effect on infarct size at 2d post MI [25]. 

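Measured directly against Lira, CR mice had higher Fam107a (log2 fold change 5.06 (standard error 0.28, adjusted p = 1.27e-05) from limma, n = 5 mice per group), Per2 (4.13), Myh7 (3.59), Zbtb16 (3.24) and Per1 (2.82). Aplnr (-3.36 (standard error 0.14, adjusted p = 4.60e-06)), Arntl (-2.86), Egr1 (-2.72), and Itgb6 (-2.58) were lower. Of 28446 probe sets, 4437 were called, 2473 higher and 1964 lower in CR, 369 of them by at least 2-fold. Collagen genes were lower in CR than in Lira as well: 17 of 27 were lower, 0 were higher and 10 did not pass (2 higher and 18 lower when adjusted over the list alone; camera, adjusted p = 5.63e-10; adjusted p = 0.109 with an estimated correlation). Markers of fibroblasts moved with them: 7 of 12 were lower, 0 were higher and 5 did not pass (0 higher and 7 lower when adjusted over the list alone; camera, adjusted p = 0.000209; adjusted p = 0.129 with an estimated correlation). Of 13 repressors and outputs of the clock, 9 were higher, 1 was lower and 3 did not pass (10 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 3.35e-07; adjusted p = 0.109 with an estimated correlation). The 1 that was lower is Nr1d1 (-0.98). Its mean was 7.78 in both AL and CR and 8.76 in Lira, so the difference lies in the Lira arrays. Against AL, Nr1d1 was not called in Lira (0.99, adjusted p = 0.496), and its CR and Lira arrays overlapped. In the interferon response, 10 of 23 genes were lower, 0 were higher and 13 did not pass (0 higher and 11 lower when adjusted over the list alone; camera, adjusted p = 1.83e-06; adjusted p = 0.0690 with an estimated correlation). Of 13 macrophage markers, 7 were lower, 1 was higher and 5 did not pass (1 higher and 8 lower when adjusted over the list alone; camera, adjusted p = 0.00137; adjusted p = 0.250 with an estimated correlation). The gap between the 3' and 5' actin controls was 0.83 ± 0.03 in Lira (SD, n = 5), above that in CR (exact permutation test, two-sided, p = 0.00794) and in AL (p = 0.0317). Apln, which fell in CR, did not differ between CR and Lira (log2 fold change -0.26, adjusted p = 0.198). Across 30195 probe sets, which are not independent replicates, the effects of CR and of Lira against AL correlated at r = 0.33. In simulated data with no effect, the shared AL arrays alone gave a mean r of 0.52 and a covariance of 0.00501, against a covariance of 0.0129 here. As the effects of CR widen the spread, r does not compare with its simulated value. With the AL arrays divided between the comparisons, r was 0.17 on average and between 0.08 and 0.22 over 20 divisions.

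**Figure D3:**
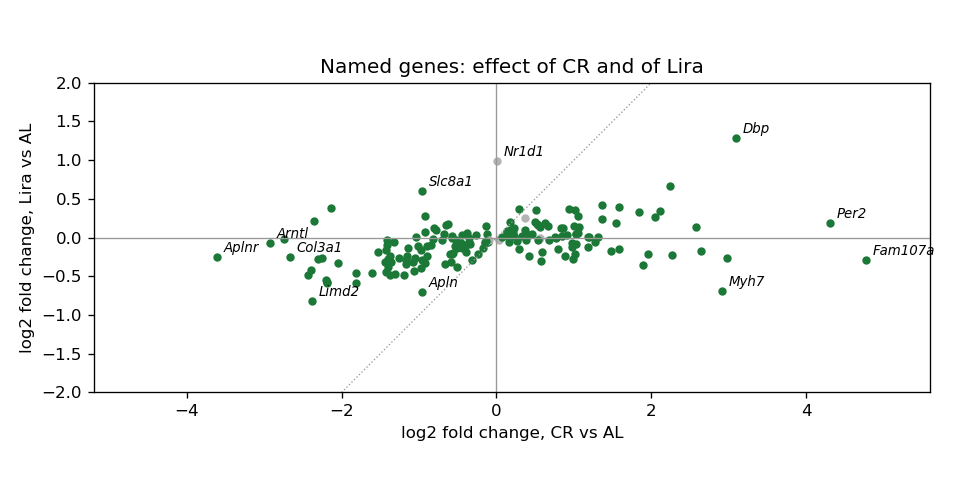
Log2 fold change in CR against AL (x axis) and in Lira against AL (y axis) of the named genes, 5 mice per group and the same AL mice on both axes. Green points passed the test in CR against AL (adjusted p at or below 0.05 from limma), grey points did not, and the dotted line marks equal effects; Fam107a lies at 4.76 and -0.30.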

Interestingly, although both our previous liraglutide pretreatment study and the present short-term CR experiments (both 7d-long regimens) induced comparable weight loss and activated similar prosurvival kinase (Akt/GSK3β) pathways, the global gene expression signature and the cardioprotective outcome were distinct and more robust with short-term CR (see Fig. C in S2 File). These findings suggest that CR and liraglutide have different mechanisms of actions, with short-term CR having a more potent cardioprotective effect as defined by infarct size post-MI.

In conclusion, the current study shows that a simple, short-term CR for only 7d can provide meaningful protection from a model of permanent ischemia (without reperfusion injury) in the mouse. The multifaceted effects of this short-term CR strategy suggests that its conferred cardioprotective actions are due to several overlapping and interdependent signaling, metabolic, genetic, physiologic, and cellular mechanisms. Identifying molecular mechanisms by which short-term fasting affects cells and organ systems may lead to the development of novel prophylactic, preventive and therapeutic interventions for variety of disorders [86]. In addition, if key genes and/or microRNA targets of CR can be identified then it may be possible to metabolically activate CR even under *ad libitum* feeding using gene or miRNA targeting as shown in *Caenorhabditis elegans* (miR-80 [87]). Currently, such a strategy represents an aspirational frontier in the fight against obesity and other metabolic diseases, and may also enable healthier aging. Finally, it may be possible to achieve the striking cardiovascular benefits of short-term CR in clinical practice by incorporating such a strategy through short-term dietary regimens or the use of CR mimetics.

### Limitations

This small exploratory pre-clinical study has been performed in relatively young mice, which have previously served as excellent small animal models for short- and long-term CR and myocardial ischemia. However, they have several physiological, metabolic and behavioral differences from older animals, in which cardiovascular diseases are more likely to occur; and have specific anatomical, physiological, immunological, metabolic and behavioral differences compared with humans. As such, the translational implications of the current study need to be confirmed in large animal models using older age animals, and in early-phase clinical trials in humans.

## Supporting Information

S1 File **Table A** provides a detailed list of primary and secondary antibodies used for this study. **Table B** contains primer sequences used for real time RT-PCR. **Table C** (included as a separate excel file) lists up- and down-regulated genes in CR vs. AL. Further details regarding the animal experimentation employed in this study are provided through the Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines checklist.
(ZIP) Click here for additional data file.

S2 File **Fig. A**. Survival post-MI was significantly higher in the CR mice compared to AL controls as demonstrated by Kaplan-Meier survival curves (N = 15, *P* = 0.001). **Fig. B**: qPCR validation of differentially regulated genes upregulated (Panel A) and downregulated (Panel B) genes in CR vs. AL from the DNA microarray analysis. The mRNA levels were normalized to the housekeeping gene Gapdh. **Fig. C**: Hierarchical clustering representation of the genes differentially expressed (genes upregulated or downregulated 1.2 fold in the heart samples of Liraglutide and CR group relative to Ad lib). The color gradient (red, up-regulation; bleu, down-regulation) depicts normalized gene expression of all of the samples. Panel A: the heat-map of gene expression depicts a more similar expression pattern in Liraglutide and AL conditions with an opposite pattern of expression in CR. Panel B: Principal Component Analysis (PCA) representation of replicate microarray gene expression profiles of heart samples from CR, Liraglutide, and AL mice (green, blue, and red symbols, respectively). PCA to visualize overall clustering of the microarray data showed that the transcriptional profiles were reproducible with more similar expression pattern in Liraglutide and Ad lib conditions and discrete from CR. **Fig. D**: Western blot assessment of LC3 and p-Akt/Akt expression. Protein abundance of autophagy marker LC3A/BII is significantly reduced (P = 0.001) in the LV of CR mice pre-MI (Panel A). AL and sAL regimens had no effect on the phosphorylation status of Akt, while CR resulted in increased phosho-Akt levels (Panel B).
(ZIP) Click here for additional data file.

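Over all 15 arrays, the first principal component held 22.1% of the variance and the second 11.3%. On the first, CR arrays lay between 102 and 121, Lira arrays between -66.9 and -38.5 and AL arrays between -70.3 and -49.9, so that CR stood apart and Lira overlapped AL. The group means differed between CR and AL and between CR and Lira (exact permutation tests, two-sided, n = 5 per group, p = 0.00794 for each, the smallest p that the regroupings allow). For Lira against AL the exact p was 0.0794 on the first component and 0.0873 on the second. Average-linkage clustering into 2 placed the 5 CR arrays in one cluster and the 5 AL and 5 Lira arrays in the other, over all varying probe sets. The squared distance between group means was 9.45 times that expected from the spread between mice for CR and AL, 8.77 times for CR and Lira and 1.74 times for Lira and AL. From its own component analysis and heat map the paper concludes that the profiles of Lira and AL mice are more alike and discrete from those of CR mice.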

# Supplementary material for: Cardioprotective Signature of Short-Term Caloric Restriction
**Source:** PLoS One. 2015 Jun 22;10(6):e0130658. doi: 10.1371/journal.pone.0130658
**Supplement:** S1 File — Table A provides a detailed list of primary and secondary antibodies used for this study. Table B contains primer sequences used for real time RT-PCR. Table C (included as a separate excel file) lists up- and down-regulated genes in CR vs. AL. Further details regarding the animal experimentation employed in this study are provided through the Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines checklist.

**Supporting Information**

**S1 File.** **Table A** provides a detailed list of primary and secondary antibodies used for this study. **Table B** contains primer sequences used for real time RT-PCR**. Table C** (included as a separate excel file) lists up- and down-regulated genes in CR vs. AL. Further details regarding the animal experimentation employed in this study are provided through the Animal Research: Reporting In Vivo Experiments (ARRIVE) guidelines checklist.

**Table A: Primary & Secondary Antibodies**

| **Antibody (Cat #)** | **Source** | **Supplier** | **Dilution** | **Application(s)** |
| --- | --- | --- | --- | --- |
| **Akt (9272)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **P-Akt (Ser473) (9271)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **AMPK (2603)** | Rab MC | Cell Signaling Technol. | 1:1000 | WB |
| **P-AMPK (Thr172) (2535)** | Rab MC | Cell Signaling Technol. | 1:1000 | WB |
| **Cleaved Caspase-3 (Asp175)(9661)** | Rab PC | Cell Signaling Technol. | 1:500 | WB |
| **COX IV (4844)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **Cytochrome C (sc-7159)** | Rab PC | Santa Cruz Biotechnol. | 1:200 &1:2000 | IF & WB |
| **eNOS (9672)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **P-eNOS (Ser1177) (9571)** | Rab PC | Cell Signaling Technol. | 1:500 | WB |
| **ERK1/2 (4695)** | Rab MC | Cell Signaling Technol. | 1:1000 | WB |
| **P-ERK ½ (Thr202/Tyr204) (9101)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **GAPDH (sc-25778)** | Rab PC | Santa Cruz Biotechnol. | 1:10000 | WB |
| **GSK3β (9315)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **P-GSK3β (Ser9) (9336)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **LC3 A/B (4108)** | Rab PC | Cell Signaling Technol. | 1 : 4000 | WB |
| **PGC-1α (sc-13067)** | Rab PC | Santa Cruz Biotechnol. | 1:2000 | WB |
| **p38MAPK (9212)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **P-p38MAPK (Thr180/Tyr182) (9211)** | Rab PC | Cell Signaling Technol. | 1:1000 | WB |
| **Anti-Rab IgG-HRP conjugate (170-6515)** | Goat | BioRad | 1:10000 | WB |

Table B: Primer sequences used for real time RT-PCR

| Gene | Forward primer | Reverse primer |
| --- | --- | --- |
| Apln | CCAGAACTTCGAGGACTGGAC | GCCAAATAGATGTGAGGGTTCC |
| Aplnr | TCTGAGGTTCAAGCCAATCC | GCTTCCAGTCTGCGTAGTCG |
| Cat | TGGTTTTCACTGACGAGATGG | CCTTTGCCTTGGAGTATCTGG |
| Ccnd1 | CTGCCGAGAAGTTGTGCATC | GAAATCGTGGGGAGTCATGG |
| Col1a1 | AATGGCATCCCAGGAGAAAAG | GTTTTCCATCATTGCCTGGTC |
| Crtc2 | CTACAGCAGTTGCCCTCTCAG | CAGATTCCCCAAGCTGAAGTC |
| **Erg1** | CAACCCTATGAGCACCTGACC | GCGGCCAGTATAGGTGATGG |
| Fbxw7 | ACTGGAGAATTTTGGCTGAGG | TCCATGGGCTGTGTATGAAAC |
| Fam107a | AGAGACTGAACCAGCTGGAAAAC | AGGGAGCTCTACAGTGCTCTTTC |
| Foxo3 | GTGCGCTGTGTGCCCTACT | TCTGAACGCGCATGAAGC |
| Itgb6 | TGCTCCTCAAAGCTTGGTTC | TCCATAGAGGCGGAGAGGTC |
| Gadd45b | CGCTCTGCAGATTCACTTCAC | ATGACAGTTCGTGACCAGGAG |
| Gstm1 | CGTATGTTTGAGCCCAAGTGC | CGTGTAGCAAGGGCCTACTTG |
| Gstt2 | AGACGGAAGCTTCGTGTTGAC | CCGAAAGTACCACGGATGTTG |
| Lepr | CTTTGGGAATGAGCAAGGTC | TCAAGTCCCCTTTCATCCAG |
| Mcl1 | AAGCTCCAGCCACCAAACTAC | CCACAATCCTGTAGCCACTTTC |
| Mmp2 | GTTGGCAGTGCAATACCTGAAC | ATCTGGGTTGCCACATCTTG |
| Mt1 | CTGCGCCTGCAAGAACTG | GTCCGATACTATTTACACGTGGTG |
| Mt2 | CCGATCTCTCGTCGATCTTC | CATTTGCATTGTTTGCATTTG |
| Myh6 | GCCAACCTGGAGAAAGTGTC | GCTGGGTGTAGGAGAGCTTG |
| Myh7 | GAGACGGAGAATGGCAAGAC | GATCATCCAGGAAGCGTAGC |
| Per1 | CGGATTGTCTATATTTCGGAGCA | TGGGCAGTCGAGATGGTGTA |
| Per2 | CACAGCCCGAGCTAGAGAC | GTGAGGCCCAACTTCTGAAGA |
| Per3 | CTCCGCCCCTACAGTCAGAA | CCGGAACCTGTCAACGTAGT |
| Pink1 | GTGGAATATCTCGGCAGGTTC | GAAAACCCGGATGATGTTAGG |
| Ncx1 | AAGCTCCAGCCACCAAACTAC | CCACAATCCTGTAGCCACTTTC |
| Postn | CGCAGTGATGCCTATTGACC | TCTCCAGTCCTCTGCGAATG |
| Thrb1 | GTCCTCAGTGATGCGCTTATG | CTGCAGGTCACTGTGAGAAGG |
| Tfrc | AGGCAGACCTTGCACTCTTTG | CTGCAGCAGCTCTTGAGATTG |
| Sirt1 | CAGCTGATGAGCCACTTGC | TGGTCTCACTTTCAGAGAAGATCC |
| Gapdh | ACTGTGGATGGCCCCTCTGG | TGACCTTGCCCACAGCCTTG |

Apln, Apelin; Aplnr, Apelin receptor; Cat, Catalase; Ccnd1, Cyclin D1; Col1a1, Procollagen TypeIII alpha1; Crtc2, CREB regulated transcription coactivator 2; Erg1, Early growth response 1; Fbxw7, F-box and WD-40 domain protein 7; Fam107a, Family with sequence similarity 107, member A; Foxo3, Forkhead box O3; Itgb6, Integrin beta 6; Gadd45b, Growth arrest and DNA-damage-inducible 45 beta; Gstm1, Glutathione S-transferase, mu 1; Gstt2, Glutathione S-transferase, theta 2; Lepr, Leptin Receptor; Mcl1, Myeloid cell leukemia sequence 1; Mmp2, Matrix metalloproteinase 2; Mt1, metallothionein 1; Mt2, metallothionein 2; Myh6, Myosin heavy polypeptide 6; Myh7, Myosin heavy polypeptide 7; Per1, Period Homolog 1; Per2, Period Homolog 2; Per3, Period Homolog 3; Pink1, PTEN induced putative kinase 1; Ncx1, Slc8a1 solute carrier family 8 (sodium/calcium exchanger); Postn, Periostin, osteoblast specific factor; Thrb1, Thyroid hormone receptor beta, transcript variant 1; Tfrc, Transferin Receptor; Sirt1, Sirtuin 1 ; Gapdh, Glyceraldehyde-3-phosphate dehydrogenase.

# Supplementary material for: Cardioprotective Signature of Short-Term Caloric Restriction
**Source:** PLoS One. 2015 Jun 22;10(6):e0130658. doi: 10.1371/journal.pone.0130658
**Supplement:** S2 File — Fig. A. Survival post-MI was significantly higher in the CR mice compared to AL controls as demonstrated by Kaplan-Meier survival curves (N = 15, P = 0.001). Fig. B: qPCR validation of differentially regulated genes upregulated (Panel A) and downregulated (Panel B) genes in CR vs. AL from the DNA microarray analysis. The mRNA levels were normalized to the housekeeping gene Gapdh. Fig. C: Hierarchical clustering representation of the genes differentially expressed (genes upregulated or downregulated 1.2 fold in the heart samples of Liraglutide and CR group relative to Ad lib). The color gradient (red, up-regulation; bleu, down-regulation) depicts normalized gene expression of all of the samples. Panel A: the heat-map of gene expression depicts a more similar expression pattern in Liraglutide and AL conditions with an opposite pattern of expression in CR. Panel B: Principal Component Analysis (PCA) representation of replicate microarray gene expression profiles of heart samples from CR, Liraglutide, and AL mice (green, blue, and red symbols, respectively). PCA to visualize overall clustering of the microarray data showed that the transcriptional profiles were reproducible with more similar expression pattern in Liraglutide and Ad lib conditions and discrete from CR. Fig. D: Western blot assessment of LC3 and p-Akt/Akt expression. Protein abundance of autophagy marker LC3A/BII is significantly reduced (P = 0.001) in the LV of CR mice pre-MI (Panel A). AL and sAL regimens had no effect on the phosphorylation status of Akt, while CR resulted in increased phosho-Akt levels (Panel B).

Supporting Information

**S2 File.** **Fig. A.** Survival post-MI was significantly higher in the CR mice compared to AL controls as demonstrated by Kaplan-Meier survival curves (N=15, *P=*0.001). **Fig. B:** qPCR validation of differentially regulated genes upregulated (Panel A) and downregulated (Panel B) genes in CR vs. AL from the DNA microarray analysis . The mRNA levels were normalized to the housekeeping gene Gapdh. **Fig. C:** Hierarchical clustering representation of the genes differentially expressed (genes upregulated or downregulated 1.2 fold in the heart samples of Liraglutide and CR group relative to Ad lib).  The color gradient (red, up-regulation; bleu, down-regulation) depicts normalized gene expression of all of the samples.  Panel A: the heat-map of gene expression depicts a more similar expression pattern in Liraglutide and AL conditions with an opposite pattern of expression in CR.  Panel B: Principal Component Analysis (PCA) representation of replicate microarray gene expression profiles of heart samples from CR, Liraglutide, and AL mice (green, blue, and red symbols, respectively).  PCA to visualize overall clustering of the microarray data showed that the transcriptional profiles were reproducible with more similar expression pattern in Liraglutide and Ad lib conditions and discrete from CR. **Fig. D:** Western blot assessment of LC3 and p-Akt/Akt expression. Protein abundance of autophagy marker LC3A/BII is significantly reduced (P=0.001) in the LV of CR mice pre-MI (Panel A). AL and sAL regimens had no effect on the phosphorylation status of Akt, while CR resulted in increased phosho-Akt levels (Panel B).

How the deposited data were processed for this re-analysis (not part of the article)

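Gene expression was measured in the LV of mice fed AL, mice on CR and mice given Lira, 5 mice per group, on mouse Affymetrix Gene Chip arrays, with 1 array per mouse and no pooling. The authors made the deposited values, which are on the log2 scale and normalized between arrays. The submitters' notes name GCOS 1.4 and Partek 6.5; the text names Partek and GX11 and does not name the background correction or the summarization of probes. The values were used as deposited, with no further normalization.

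Of 45101 probe sets, 64 control probe sets were left out and 45037 were used. On GRCm38.p6, 34907 of these report 1 gene, 895 report several and 9235 carry no gene name, which gave 18151 genes; 1049 older symbols were updated. A gene is represented by its probe set with the highest mean over the 15 arrays. A value within 0.05 of the lowest value, 2.19, is called at the floor, and 14842 probe sets (33.0%) were constant on all 15 arrays. Exactly equal values above the floor were found on 3 or more arrays in 14017 of the 30195 probe sets that vary (46.4%), in 74.3% of those with a mean level from 4 to 8 and in 20.9% of those at 8 or more. Precision is limited by the number of arrays.

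Groups were compared with limma 3.58.1 in R 4.3.3, two-sided, for each probe set that varied among the arrays of the comparison, and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. CR was compared with AL, Lira with AL and CR with Lira. The procedure was tested on simulated data before use. Gene lists, 39 of pathways and 14 of cell type markers, were written from general knowledge before the data were examined, and were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Fig 4 and the first 689 rows of Table C had been seen. Beside camera, an estimated correlation, fry, and fgsea 1.28.0 on the signal-to-noise statistic were used. Fry tests whether the genes of a list move, on balance, in one direction, and does not compare them with other genes.

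The named genes were chosen by a rule written before the data were examined, although the fold changes of Table C had been seen: the genes with the 10 largest rises and 10 largest falls in CR against AL and the 5 and 5 largest in the other comparisons, among those past the threshold whose groups do not overlap; the genes the paper names for mRNA; up to 4 called members of each list; all clock genes of the lists; and the cold-inducible genes and those of 4 of the proteins measured by Western blot. The text gives part of these genes; among those not reported here are 1 of the 10 largest rises in CR against AL and 1 of the 5 largest falls in CR against Lira. No fold is given for a gene at the floor in both groups. Principal components were computed on probe sets scaled to unit variance, and clustering used average linkage. Differences of components and of RNA quality controls between groups were tested with exact permutation tests.

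Alternatives set before the data were examined were the methods' t-test, quantile normalization, median centring, leaving out dim probe sets, fitting all 15 arrays together, a replicate block, a prior with trend and robust estimation, array weights, the mean over the probe sets of a gene and leaving out each array in turn. Leaving out probe sets with tied values was added after these ties were seen. Figures were drawn with Python 3.11 and matplotlib 3.10.9. Infarct size, hemodynamics, Western blots, qPCR and miR levels were not analysed here, and of Table C only the first 689 of 3586 rows were used.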

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

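The 2 tests of explanations for the clock genes were chosen only after the result was seen.

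Collagen genes fell in CR, with a list median of -0.90. A smaller share of fibroblasts would lower their other markers as much, but the 25th percentile of 6 fibroblast markers that are not matrix genes was -0.459, above the collagen median, which argues against it as the whole cause. These markers went both ways, from -0.95 for Pi16 to 0.19 for Gsn, so a part played by cell composition stays open. Rescaling the deposited values did not remove the fall, since the scaling that moved the list most toward 0 left its median at -0.878. The authors had already normalized these values between arrays, and rescaling cannot undo that step. A part played by their normalization was thus not tested. An effect of CR on collagen mRNA within fibroblasts was not tested.

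Clock repressors rose in CR. Induction of Per genes by a hormone, without a shift of the clock, would leave the activators unchanged, but the median log2 fold change of the 5 activator and antiphase genes was -1.33. A different clock phase at harvest would lower activators and raise repressors, but the fall of these genes (5 of 5 lower) was known when the test was chosen and gives no support, and among the repressors and outputs Nr1d1 (0.00), Bhlhe40 (0.36) and Ciart (0.85) were not called. A phase shift stays open. Whether CR shifted the clock or the groups were harvested at different hours was not tested, since the hour of harvest was not found in the paper's text. Meal time and handling differed too. By the Methods, CR mice were caged singly, fed at a fixed morning hour and moved to a new cage daily. AL mice fed freely and were not disturbed. By qPCR, the paper found Per2 comparable in AL and handled sAL mice. No sAL mouse was on these arrays, and an effect of meal time was not tested.

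Chance regrouping of the arrays was excluded for CR against AL: of 100 splits of the 10 arrays, the real one included, 1 called as many as the 5066 probe sets called, and the highest of the others called 1. For those changed at least 2-fold, 1 of 100 splits reached 435, and the highest of the others was 0. In CR against Lira, 1 of 100 reached 4437, and the highest of the others was 1. For Lira against AL chance was not excluded: 9 of 100 splits called as many as the real 1, and the highest of the others called 3.

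In 24 of 345 groups of 5 arrays checked for 109 genes and for the components (6.96%), 1 array lay apart from the others, and chance gives about 5%, so a single such array carries little weight. Among AL arrays, replicate 2 was apart for Zbtb16 (7.84) and Gadd45b (6.12), replicate 3 for Lepr (2.70), Pim3 (9.53), Klf15 (8.30), Cox4i1 (15.02) and Hnrnpdl (12.10), and replicate 4 for Kdr (11.13), Ppif (12.60) and the second principal component of the 15 arrays (105, others between 12.1 and 26.3). Among CR arrays these were replicate 1 for Crtc2 (6.36), replicate 2 for Bhlhe41 (2.21), replicate 3 for Hnrnpdl (12.14), replicate 4 for Rbm3 (12.26), and replicate 5 for Cyp2d22 (8.33) and Map1lc3b (14.47). Among Lira arrays they were replicate 1 for Spock2 (4.60) and Timp4 (8.85), replicate 3 for Thrb (2.43), replicate 4 for Thbs2 (7.83), and replicate 5 for Per1 (5.66), Lepr (2.52), Gstt2 (6.07) and Pink1 (14.21). In Per1, Gstt2, Thrb, Bhlhe41 and Lepr (AL) the other 4 arrays share 1 value, so a small step from it is enough to set an array apart.

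Further gene groups, most of them outside the themes the paper names (metabolism is one of those), also moved in CR (camera, 5 mice per group). Glucocorticoid-responsive genes were higher (adjusted p = 2.46e-07; 13 higher, 0 lower and 6 not called; 0.0967 with an estimated correlation), including Klf9 (1.03) and Klf15 (1.36), as were FoxO targets and atrophy genes (0.000568; 8 higher, 0 lower and 5 not called; 0.0967 with an estimated correlation). With the mean over its probe sets, the change of Klf9 was 0.65. Genes of fatty acid and ketone metabolism were higher (0.00235; 10 higher, 2 lower and 16 not called; 0.451 with an estimated correlation), among them Cpt1a (1.01), and so were thyroid hormone-responsive genes (0.0165; 4 higher, 0 lower and 9 not called; 0.275; median 0.05, with Myh7, which the hormone represses, among the 4) and ribosomal protein genes (0.00248; 6 higher, 0 lower and 8 not called; 0.351), whose median was 0.09. Heat shock genes (0.00282; 0 higher, 6 lower and 7 not called; 0.313) and glycolysis genes (0.0489; 1 higher, 7 lower and 10 not called; 0.478) were lower, Hsph1 (-0.98) and Pgam1 (-0.78) among them. Markers of fibroblasts (0.00473), endothelium (0.00928) and macrophages (0.00194) were lower, and with an estimated correlation these were 0.313, 0.451 and 0.463. Of the cold-inducible genes, Cirbp (2.12) was higher in CR, and Rbm3 was higher on its brightest probe set (1.19) but not with the mean over its probe sets (-0.15).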

How the results depend on the processing

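Leaving out probe sets with tied values was chosen only after these ties were seen. In CR against AL, the alternatives run called between 4039 (replicate block) and 5799 (dim probe sets left out) probe sets, and 4606 without tied values; leaving out each array gave 4111 to 4574, and 395 to 466 at 2-fold or more. Replicate numbers do not pair the arrays, as arrays of the same number were correlated between -0.13 and 0.14, so the block costs degrees of freedom. CR against Lira gave 2869 with the replicate block and 3417 to 4043 on leaving out each array. Of 168 named genes called in CR against AL, 144 kept their call in every alternative set before the data were examined.

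Lira against AL gave 0 probe sets under the methods' t-test (2091 at an unadjusted p under 0.05), 0 with all 15 arrays in one limma fit, 0 with the replicate block and 0 without tied values, against 2449 at an unadjusted p under 0.05 in limma. Leaving out each array gave 0 (AL replicate 5, for example) to 6 (without AL replicate 2). The cause was not tested.

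With the mean over the probe sets of a gene, Htra3 became higher in CR against AL (0.48) and against Lira (0.48), and Rbm3 had a log2 fold change of -0.15 (adjusted p = 0.818), because their other probe sets move differently.

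No gene list kept its call with an estimated correlation: collagens 0.246, actin cytoskeleton 0.302, other matrix proteins, angiogenesis, adhesion and migration 0.313, antigen presentation and interferon 0.451, innate immunity 0.462, both clock lists and miR-29 targets 0.0967, antioxidant and insulin lists 0.268, and miR-214 targets 0.274. Fry called the anti-apoptotic list (7.04e-05) and miR-21 targets (0.000396) higher and cholesterol synthesis (0.0292) lower. The insulin list was lost with fgsea (0.183), the replicate block (0.0543), without tied values (0.0873) and without AL replicate 2, in a range of 0.00975 to 0.0525. For miR-214 targets the values were 0.757 with fgsea, 0.0658 with the mean over probe sets, 0.0657 without dim probe sets, 0.0939 with the block and 0.0757 without tied values, and 0.0233 to 0.0857 on leaving out each array, lost without AL replicate 2 or CR replicate 1. Without tied values angiogenesis (0.0676), migration and innate immunity (0.0664) were lost. Over all lists in CR against AL, 7 calls were lost without tied values, 6 with fgsea, 3 with the mean over probe sets, 3 with the block, 2 without dim probe sets and 2 with quantile normalization; 3 were gained with fry, 1 with fgsea and 1 with quantile normalization. The cause was not tested.

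The first component of AL and CR held 54.7% with centring alone, 68.4% over the 1000 most variable probe sets, 33.2% without dim probe sets, 30.6% with quantile normalization, 34.5% without tied values and 29.3% to 30.2% on leaving out each array. With 3 groups these were 45.9%, 61.0%, 26.8%, 23.3%, 26.7% and 21.7% to 23.4%. The correlation of the effects of CR and Lira was 0.17 with the AL arrays split and 0.30 to 0.40 on leaving out each array. Probe sets near the floor limit what can be seen of dim genes.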

Differences from the paper's values

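The paper reports 115 genes changed at least 2-fold in CR against AL, and 287 were found here at the same thresholds; none of the alternatives set before the data were examined brings the count within 1.5 times the paper's (268 to 312). The rows of Table C used are in falling order of fold and end at the paper's 1.28; 52 of them are higher by at least 2-fold in the paper, against 190 probe sets here over the whole array, and no alternative closes this. The paper's 6977 regulated transcripts compare with 5066 probe sets called here; the counts differ by more than 1.5 times under the methods' t-test (4401), median centring (4191), the replicate block (4039) and on leaving out any array (4111 to 4574), as without tied values (4606), an alternative chosen after seeing the data.

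Fold changes of Table C were smaller than those here by more than 1.5 times for 10 named genes. Across 536 probe sets with an AL level of 4 or above, the log2 fold change here exceeded that of Table C by a median of 0.302. Below 4 the median difference was -0.0665, over 130 probe sets. A gap is called closed where the 2 values are within 1.5 times of each other. It was closed under no alternative for Dbp (8.56 here, 4.68 in the paper), Per1 (6.24 and the paper's 2.64) and Thbs2 (3.00 and the paper's 1.85). With the mean over the probe sets of a gene, and under no other alternative, it was closed for Fam107a (27.2, the paper's 5.02, 4.64 with the mean), Per2 (19.8 from an AL level near the floor, so an uncertain fold, the paper's 4.50, 3.77), Spock2 (5.94, the paper's 1.92, 2.46), Zbtb16 (7.86, the paper's 4.02, 5.73) and Zc3h6 (4.71, the paper's 2.43, 2.17). Cirbp was 4.33 here and 2.77 in the paper, closed on leaving out AL replicate 3 (4.11) or AL replicate 5 (3.96) and under no other alternative. Mt2 was 3.88 here and 2.49 in the paper, closed without AL replicate 2 (3.68), CR replicate 1 (3.52) or CR replicate 5 (3.71) and under no other alternative.

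The paper lists Myh6 among the mRNAs lowered by CR, measured by qPCR; on the arrays its brightest probe set held the highest value of each array and is no measure of a change, and its second probe set had a log2 fold change of 0.20 (adjusted p = 0.168 from limma), while those of its other markers, Per2, Lepr, Myh7, Col1a1 and Apln, had the paper's direction. Insulin signaling is placed by the paper among the lowered functions. Of 34 genes here 12 rose and 6 fell. Grb10 (-0.59) and Igf1 (-0.92, or -0.59 with the mean over its probe sets) were among those that fell. For Ncx1 (Slc8a1), which the paper gives as lowered, 1 of 4 probe sets was called lower. The mean over its probe sets was also called lower (-0.24, adjusted p = 0.00890), in the paper's direction.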

Other observations

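The test of the fold changes against Table C was chosen only after the result was seen. The log2 fold change here less that of the paper's Table C had a median of -0.0665 in 130 probe sets with an AL level below 4 (quartiles -0.299 and 0.306) and 0.302 in 536 at 4 or above, where it went down with the level from 0.498 (from 4 to 6) over 0.412, 0.312 and 0.210 to 0.115 (12 and above). A different handling of background may be behind these differences, but the spread below 4 is too wide to decide.

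Of the proteins that the paper measured by Western blot, the mRNAs of 4 were examined: Ppargc1a 0.17 (adjusted p = 0.225 from limma), Cycs -0.10 (0.0756) and Cox4i1 0.03 (0.533) were not called, and Map1lc3b rose by 0.22 (adjusted p = 0.000547). The 31 genes of oxidative phosphorylation were 1 higher, 2 lower and 28 not called, and the 18 of autophagy were 7 higher, 2 lower and 9 not called (9 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.0165), a call lost with an estimated correlation (adjusted p = 0.313). Other lists did not move as sets by camera in CR against AL: hypoxia response (7 higher, 5 lower and 7 not called), cholesterol synthesis (1 higher, 2 lower and 11 not called; called lower by fry, adjusted p = 0.0292), fatty acid synthesis (1 higher, 1 lower and 8 not called), mitochondrial biogenesis (1 higher, 0 lower and 9 not called), fetal and hypertrophy genes (3 higher, 2 lower and 4 not called), sarcomere and calcium handling (7 higher, 4 lower and 15 not called), TGF-beta response (2 higher, 3 lower and 9 not called), immediate early genes (3 higher, 3 lower and 13 not called), ER chaperones (2 higher, 6 lower and 13 not called), proliferation (0 higher, 0 lower and 18 not called), cardiomyocyte markers (1 higher, 1 lower and 9 not called) and mural cell markers (1 higher, 1 lower and 7 not called). Markers of T and NK cells, B cells, neutrophils, erythroid cells, adipocytes, atria, mesothelium and nerve had no called member.

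In Lira against AL no list had a called member, and the sets lower by camera were collagens (8.37e-05), other matrix proteins (0.00764), actin cytoskeleton (0.0231), innate immunity (0.0424), miR-29 targets (0.000765), endothelial markers (0.0229) and macrophage markers (0.0221), and those higher were mural cell markers (0.00764), ribosomal protein genes (0.0392) and B cell markers (0.0451). With an estimated correlation none of these was called, the values being between 0.635 and 0.851.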
